# Genome-wide analyses reveals an association between invasive urothelial carcinoma in the Shetland sheepdog and *NIPAL1*

**DOI:** 10.1038/s41698-024-00591-0

**Published:** 2024-05-22

**Authors:** Heidi G. Parker, Alexander C. Harris, Jocelyn Plassais, Deepika Dhawan, Erika M. Kim, Deborah W. Knapp, Elaine A. Ostrander

**Keywords:** Bladder cancer, Cancer genetics, Cancer genomics

## Abstract

Naturally occurring canine invasive urinary carcinoma (iUC) closely resembles human muscle invasive bladder cancer in terms of histopathology, metastases, response to therapy, and low survival rate. The heterogeneous nature of the disease has led to the association of large numbers of risk loci in humans, however most are of small effect. There exists a need for new and accurate animal models of invasive bladder cancer. In dogs, distinct breeds show markedly different rates of iUC, thus presenting an opportunity to identify additional risk factors and overcome the locus heterogeneity encountered in human mapping studies. In the association study presented here, inclusive of 100 Shetland sheepdogs and 58 dogs of other breeds, we identify a homozygous protein altering point mutation within the *NIPAL1* gene which increases risk by eight-fold (OR = 8.42, CI = 3.12–22.71), accounting for nearly 30% of iUC risk in the Shetland sheepdog. Inclusion of six additional loci accounts for most of the disease risk in the breed and explains nearly 75% of the phenotypes in this study. When combined with sequence data from tumors, we show that variation in the MAPK signaling pathway is an overarching cause of iUC susceptibility in dogs.

## Introduction

Bladder cancer is the sixth most common human cancer in the United States, accounting for over 80,000 new cases per year (http://globocan.iarc.fr)^1^. Ninety percent of bladder cancers are urothelial carcinomas (UC), and while the noninvasive form is most common, approximately 25–30% are muscle invasive (MIBC) at the time of diagnosis^2,3^. Distant metastases are present in 5% of all cases at diagnosis, a number that ultimately grows to 50% for muscle-invasive disease^2,4,5^. Despite improvements in treatment, such as immune-based therapy and new methods for early diagnosis, the five-year survival rate for MIBC patients is only 58%, and 5% if the disease has metastasized. The risk of developing bladder cancer in humans can be attributed to several factors including smoking^6,7^, pollutants^8,9^, and genetic risk variants^10,11^.

Domestic dogs develop cancer naturally as they age, just as humans do, are diagnosed as symptoms arise, and are treated with surgery, radiation, and/or chemotherapy. The increased risk of specific cancers observed in subsets of breeds indicates the presence of inherited mutations of high penetrance that are conducive to genome wide association studies (GWAS). The reasons for this are several-fold. Importantly, breed structure requires that any dog who is a registered member of a breed must be descended from registered members of the same breed, thus forming closed populations segregating limited numbers of mutations. Also, most breeds feature popular sires whose genomes are over-represented in the breed population, further ensuring that small numbers of variants are likely responsible for increased susceptibility to a particular cancer. Together, this means that canine cancer genetics represents a unique approach for dealing with the problem of locus heterogeneity that is so common in genetic studies of human cancer susceptibility. Finally, canine cancers are not induced. This ensures that the loci identified contribute to susceptibility and disease development rather than other aspects of the tumor life cycle. Indeed, while other approaches, such as those based on murine/PDX, knock-out mice, CRISPR generated mutation driven tumors, etc., exist for studies of tumor metastasis, growth rate, clonality, and treatment response, the canine system proves most useful in revealing the genetic underpinnings of disease susceptibility, especially for traits where multiple genes contribute differentially, such as cancer.

Invasive urinary carcinoma (iUC) is the most common cancer of the urinary bladder in dogs, accounting for 90% of bladder cancers, with 40,000 newly diagnosed cases a year^12,13^. Naturally occurring canine iUC closely mimics human high grade MIBC in terms of age of onset, pathology, cellular and molecular features, metastatic profiles, and treatment response^14^. Approximately 50% of affected dogs will experience metastases to distant organs^15^ and median survival times are typically < one year, although dogs receiving multiple sequential protocols may live beyond a year^16,17^. As with humans, there are multiple environmental factors that reportedly increase risk of canine iUC^18^. Approximately 80% of canine iUC tumors carry a somatic BRAF^V595E^ mutation, which has been shown to increase activity of the MAPK signaling pathway^19,20^. Similarly, more than one third of human MIBC tumors carry activating mutations in the MAPK pathway^21^. Tumor cells treated with therapeutics that target a specific somatic mutations can develop resistance through multiple mechanisms (reviewed in^22^). For example, in response to MAPK pathway inhibitors that target the BRAF^V600E^ mutation, tumor cells have been found to reactivate the MAPK pathway through mutations in the tyrosine kinase receptors or RAS genes or by duplicating and further mutating the BRAF gene^23,24^. Treatment options are improved when the pathway is treated as a whole.

Amongst purebred dogs, there is a subset of breeds at increased risk for developing iUC, including the Scottish terrier (OR = 21.1, 95% CI = 16.2–27.5), West Highland white terrier (OR = 5.8 95% CI = 4.2–8.1), and Shetland sheepdog (OR = 6.1, 95% CI = 4.8–7.7)^12^. Shetland sheepdogs (Shelties), the focus of this study, are a small herding breed and popular family pet. Multiple studies demonstrate their extraordinary disease risk^12,17,25^, with one survey reporting that of 3359 Shelties (https://ofa.org/about/health-surveys/?breed=SS), iUC comprised 12% of all Sheltie cancer diagnoses, which is six times the expected rate of 2% for all dogs^13^. Of note, dogs are more likely to get invasive disease rather than non-invasive disease and tumors are typically stage T2 or higher at diagnoses^25–27^. These facts, combined with the high level of veterinary scrutiny dogs receive, are additional attributes making domestic dog breeds an ideal system for iUC genetic mapping studies.

In this study we analyze one hundred Shelties and 55 dogs from closely related breeds and identify a single major risk locus associated with iUC, featuring *NIPA-like domain containing 1* (*NIPAL1)*, a strong candidate gene, and associated mutations. By segregating samples according to genotype, we identify six additional loci that modify individual disease risk when combined with a putative pathogenic protein altering mutation in *NIPAL1*. Merging the GWAS loci with tumor sequence identifies the mitogen activated protein kinase (MAPK) signaling pathway as a key component of canine iUC genetic susceptibility.

## Results

### Genome-wide association study

Affected Shelties were submitted to the study through the Purdue University Veterinary Hospital or directly from the owners. Samples from Purdue had complete pathology including tumor grade and stage data, which confirmed that 92.3% of affected dogs had high grade (3-4) tumors at the time of diagnosis, and 44% had distant metastases at the time of death. Prior to the association analysis, we tested the samples for population substructure as well as correct breed assignment, disqualifying four dogs from breed-specific analyses and three dogs from all analyses (Fig. 1a and Supplementary Figs. 1 and 2). PCA showed clustering that appeared to correlate with affection status within the Sheltie cohort. One-way ANOVA confirmed that PC2 correlated with disease status (*P* = 0.0046, Fig. 1b). We therefore corrected for population substructure in both the within and across breed analyses.

**Fig. 1:**
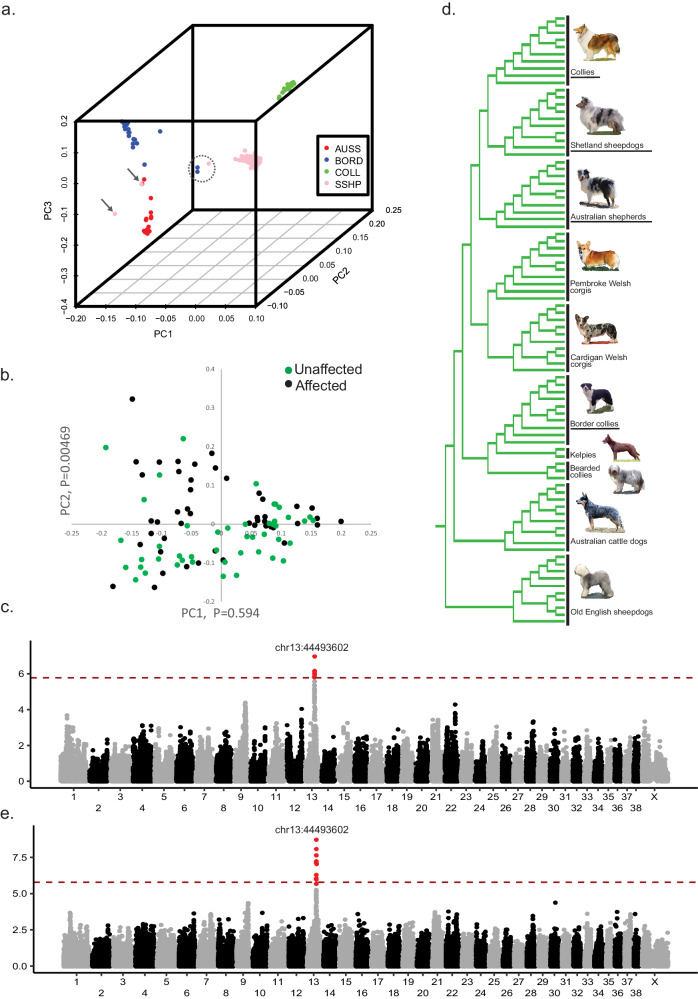
Sample choice and results from GWAS of iUC in Shelties and other herding breeds. **a** PC plot of four herding breeds: Sheltie, Collie, Border collie and Australian shepherd. Arrows indicate mis-assigned dogs that were removed from the study. Circle encloses three samples in between breeds determined atypical of their reported breed. For clarity, Supplementary Figure 1 shows two-dimensional plots of the same three PCs in all three combinations. **b** PC plot of only Shetland sheepdogs with iUC cases and controls highlighted. *P*-values for correlation with disease status are given along the axes. **c** Manhattan plot showing association values of 90,530 SNPs with iUC in 100 Shetland sheepdogs. **d** Breed tree showing the breeds that form the UK herding clade from (Parker et al. 2017) with breeds used in the GWAS analysis underlined. **e** GWAS of 156 herding dogs from the four related breeds. The x-axis comprises SNP positions from the beginning of chr1 through the end of the X chromosome. Shading of black and gray shows chromosome boundaries. The y-axis displays the -log of the *p*-value. The red line indicates the Bonferroni significance estimate, 1.7 × 10^−6^. Position of the top SNP at each significant locus is indicated above it. SNPs with suggestive *p*-value less than 1 × 10^−5^ are highlighted in red.

The association analysis of 49 affected Shelties and 51 unaffected Shelties, aged 10 years and older (Table 1) revealed a single locus tagged by three SNPs, chr13: 44493602, 44508476, and 44520164, which was significantly associated with iUC (*P* = 1.05 × 10^−7^). The result remained significant after 10,000 permutations (P-perm_.05_ = 1.37 × 10^−6^) (Fig. 1c, Q-Q plot in Supplementary Figure 3). The GWAS was repeated after adding an additional 21 affected and 34 unaffected dogs from three related breeds: Collie, Border collie, and Australian shepherd (Fig. 1d). These breeds were chosen because they are closely related to Shetland sheepdogs^28^, share other deleterious mutations^29,30^ and we had a sufficient number of affected dogs on hand. The addition of other breeds that share association within the same region of the genome has been shown to greatly reduce the size of associated haplotypes by providing additional recombination events, thus improving the chance to find a shared disease associated mutation^29,31–33^. The same three SNPs were associated with iUC in the multi-breed cohort, *P* = 5.36 × 10^−10^ (Fig. 1e, Q-Q plot in Supplementary Figure 3).

**Table 1:** Samples included in GWAS analyses

	Affected			Unaffected		
Breed	Number	Age^1^ (range)	Sex (%F)	Number	Age^1^(range)	Sex (%F)
Shetland sheepdog	49	11 (5–16)	58%	51	12 (10–16)	57%
Collie	6	10 (6–11)	29%	12	4 (0.1–12)	50%
Border collie	12	10 (7–13)	73%	12	8 (1–14)	45%
Australian shepherd	4	10 (10)	100%	10	8 (3–12)	50%

^1^Age is given as the average across all samples in the group.

We calculated linkage disequilibrium (LD) from the peak SNP to all others on the chromosome and identified a region between base-pairs (bp) 42943427 and 45635207 that included markers with a pairwise r^2^ ≥ 0.6 to the peak SNPs and an association with iUC of *P* ≤ 1 × 10^−5^ (Fig. 2). This locus spans a region of significant dysregulation previously identified in an RNAseq analysis of multiple iUC tumors^34^(Supplementary Fig. 4). Genotypes were phased across the locus and haplotypes estimated. More than 25% of the affected Shelties were homozygous for a single haplotype across the entire 2.69 Mb region. A core haplotype was identified between two sites of predicted recombination (43459581 and 44717379) (Fig. 2) that was found in 40 of the 49 affected dogs, ~60% of which were homozygous. This haplotype was also the most common across all Shelties, accounting for 53% of total haplotypes: 68% in cases and 39% in controls, (OR 2.61, CI (1.01–6.66), chi^2^ *P* = 3.20 × 10^−15^). The core haplotype was also homozygous in five of six affected Collies.

**Fig. 2:**
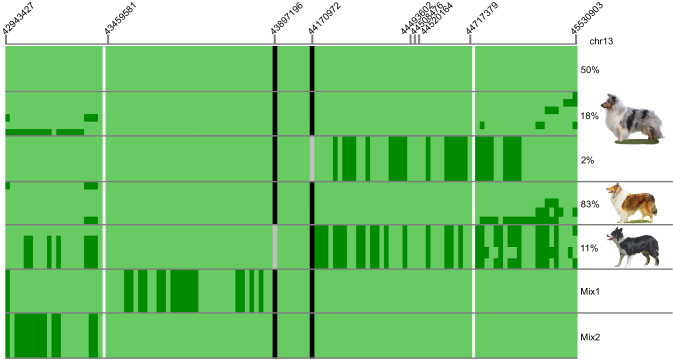
iUC associated haplotypes across the chr13 locus. The haplotypes comprise 120 markers represented by vertical bars. White vertical lines indicate the boundaries of the core haplotype. Alleles present in the Sheltie iUC associated haplotype are light green and the alternate allele is dark green. The putative causative variants are shaded black when present on the haplotype or grey when not present. The percent in affected dogs of each haplotype, or cluster of haplotypes sharing the same core, is listed on the left followed by the image of the breed top to bottom: Shetland sheepdog, Collie, Border collie. Mix 1 and 2 are atypical Border collies 1 and 2, respectively.

### Genome sequence analysis

We sequenced the genomes of seven affected and five aged, unaffected Shelties (Supplementary Table 1). These were aligned to CanFam3.1 and UU_GSD1.0 reference sequences, and genotypes were called in conjunction with dogs from multiple, diverse breeds to test for possible causative mutations. The samples were chosen based on their haplotype across the chr13 associated locus. 

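Histone modifications were mapped by chromatin immunoprecipitation and sequencing (ChIP-seq) in K9TCC_Ab and K9TCC_Mx, cell lines grown from canine invasive urothelial carcinomas. Antibodies to H3K4me1, a modification found at enhancers, H3K4me3, found mainly at promoters, and H3K27ac, found at active enhancers and promoters, were each used once in each cell line. This gave 6 immunoprecipitated libraries and 2 input libraries of sheared DNA, with no replicates, so differences between libraries are described and not tested. By the paper's count, the uniquely mapped reads for H3K4me1, H3K4me3 and H3K27ac were 51.6, 50.0 and 50.4 M in K9TCC_Ab and 56.9, 58.2 and 52.2 M in K9TCC_Mx. The paper's inputs had 54.1 M in K9TCC_Ab and 55.3 M in K9TCC_Mx.

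The authors aligned the reads to CanFam3.1, called peaks in each library separately against the input of the same cell line, and deposited for each peak its position, its fold enrichment at the summit and its −log10 p-value and q-value. The fold and q-value of a peak are the authors' own, and are used here mainly to describe, rank or filter the peaks of 1 list. In places the folds of different lists are also set side by side, without a test of the difference. Peaks with a q-value of at most 0.01 were kept. Because the caller derives the fold and the p-value from a whole number of reads at the summit and an expected number of background reads from the input, both numbers could be solved for each peak, and the reads came out whole for 100% of the peaks in all 6 lists. A peak of median height had 18, 21 and 20 reads at its summit for H3K4me1, H3K4me3 and H3K27ac in K9TCC_Ab, and 23, 26 and 22 reads in K9TCC_Mx. A pair of peaks, 1 from each cell line, was taken as a shared region of a modification where each covered at least 50% of the other, and the part covered in both cell lines was kept. The SICER2 calls that the paper also required are not used here. Where a shared H3K4me1 region overlapped a shared H3K27ac region by at least 1 bp, the common part was taken as an active enhancer, and overlap with H3K4me3 was recorded without being used as a filter.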

Using a combination of three canine gene annotation models, a list of curated enhancer regions derived from 131 human biosamples^35^, and ChIPseq data from two canine iUC cell lines, we assessed the single nucleotide variants (SNVs) on the core-associated haplotype for possible functionality (Fig. 3). There were 1968 variants that displayed the same allele distribution as the peak SNPs from the GWAS. Of these, 115 were in regulatory or non-coding elements and 47 were in protein coding transcripts. These could be further categorized into 27 variants in three-prime and five-prime UTRs, 12 synonymous variants, and eight missense variants (Supplementary Table 2, complete list can be found at https://research.nhgri.nih.gov/dog_genome/data_release/index.shtml). 

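The peaks were set against the 87 variants that could be read in the text of Supplementary Table 2, which are 49 of the paper's 115 variants in regulatory or non-coding elements and 38 of its 47 in protein coding transcripts, including UTRs. The remaining variants are not analysed here, so no share of the whole list was estimated. A shared region of at least 1 modification held 33 of the 49 and 2 of the 38. The paper used ChIP-seq of the same cell lines when it picked out regulatory variants. This difference is therefore not independent evidence that the regulatory variants are enriched in such regions. No library had a peak over 42 of the 87 variants, and 29 variants lay in a peak in all 6 libraries. A further 10 variants were covered in at least 1 library but lay in no region shared by both cell lines at a reciprocal overlap of 50%.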

Four of the missense variants were in non-conserved regions of genes and therefore less likely to be damaging. The sites of the four remaining variants were highly conserved between dog and human in both genomic sequence and protein sequence therefore they were converted to human coordinates and assessed for potential pathogenicity using 11 different variant effect predictors. Only one of the coding mutations, a G > A missense mutation at position 43897196/CanFam3.1 (chr13:45186252/UU_GSD1.0), was predicted to be potentially pathogenic. It encoded a G256D change in the *NIPAL1* gene. This highly conserved amino acid is within the sixth transmembrane domain of the protein and is predicted to disrupt the helix structure (*P* = 6.0 × 10^−3^ MutPred2) (Supplementary Fig. 5). Excluding the breeds analyzed in this study, this mutation was found in only one dog from a data set of 1330 for which WGS was available, and in zero out of 1894 dogs published by the Dog10K consortium^36^.

**Fig. 3:**
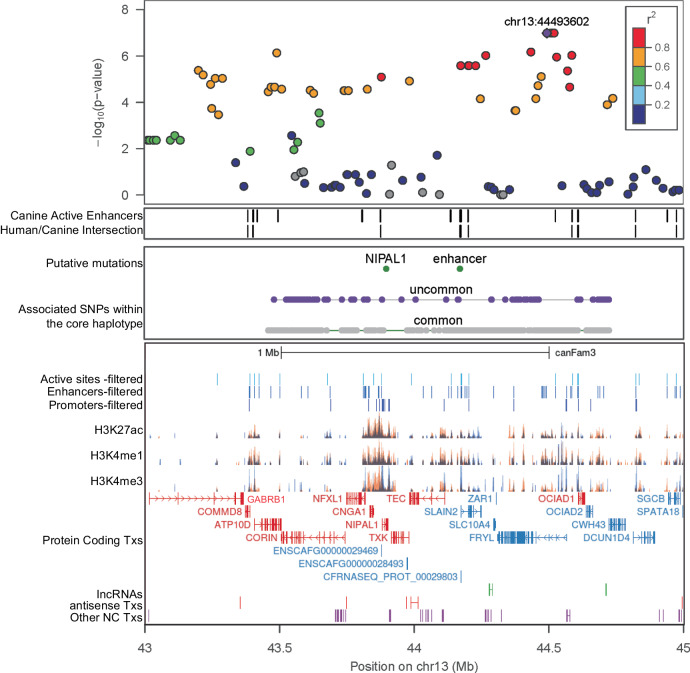
Detailed graph of the associated locus on chr13. LD between the top SNP and all others in the region is indicated by the color of the markers with red indicating highest value. Positions of predicted active regulatory regions are in the second panel. The third panel contains positions of the associated SNPs within the shared haplotype with the presumed functional SNP highlighted in green. The bottom panel contains regulatory regions from ChIPseq as well as gene annotations. Each gene is represented by the longest transcript from the Broad Improved Canine Annotation v.1 (UCSC). The components are plotted against the CanFam3.1 genome using custom tracks in the UCSC browser (http://genome.ucsc.edu). Genes highlighted in red were upregulated in iUC tumors^34^.

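Between positions 43000000 and 45000000 of chromosome 13 (CanFam3.1), which Fig. 3 spans, the peak lists gave 83 shared H3K4me1 regions, 34 shared H3K4me3 regions and 43 shared H3K27ac regions. The core haplotype, from 43459581 to 44717379, held 65, 27 and 30 of them. The overlap rule moved these numbers most. When any overlap of at least 1 bp between the cell lines was accepted, the window held 141, 63 and 112 regions, and at a reciprocal overlap of at least 75% it held 43, 16 and 21.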

Because our previous study showed that this region harbors numerous upregulated genes, including *NIPAL1*, we also evaluated putative regulatory variants. 

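Across the genome, the shared H3K4me1 and H3K27ac regions overlapped in 27341 active enhancers with a median width of 778 bp. Of the shared H3K27ac regions, 75.8% overlapped a shared H3K4me1 region, and 47.1% of the shared H3K4me1 regions overlapped a shared H3K27ac region. Requiring a single cell line in place of both moved the number most, to 86257 in K9TCC_Ab alone. On chromosome 13, 33 active enhancers lay within the span of Fig. 3 and 25 within the core haplotype. Those 25 covered 42155 bp, or 3.35% of the haplotype, against 1.37% of chromosomes 1 to 38 and X. Their density was 19.9 per Mb, against 11.7 per Mb over the same chromosomes. They were not evenly spread. The longest stretches of the span of Fig. 3 without an active enhancer were its first 383 kb, up to 43383414, the 310 kb from 43496529 to 43806237 and the 269 kb from 44202693 to 44472037. Shared H3K4me3 regions overlapped 13396 of the active enhancers in the genome (49.0%), 16 of the 33 in the span of Fig. 3 and 14 of the 25 in the core haplotype.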

We compared the sites of known human enhancers to the active enhancer regions predicted from ChIP-seq in canine iUC cell lines (Fig. 3). 

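The legible part of Supplementary Table 2 assigns 18 variants to human enhancers, and 14 of these, of a total that the paper puts at 19, also carry the table's marks for H3K4me1 and H3K27ac. Every one of the 14 lay in an active enhancer of the canine cell lines as derived from the peak lists, and they fell in just 3 of these regions on chromosome 13 (CanFam3.1). The table's marks rest on ChIP-seq of the same cell lines, so this compares 2 derivations and adds no independent evidence. The region from 43874399 to 43877069 held 1 variant, at 43876346. The region from 44170701 to 44171606 held 6, from 44170736 to 44171414, and the region from 44173512 to 44175737 held 7, from 44173539 to 44174874. All 14 also lay in shared H3K4me3 regions. When active enhancers that overlap shared H3K4me3 were left out, 0 of the 14 remained in one, and when peaks of a library at most 200 bp apart were merged first, 13 did. When each cell line was taken alone, all 14 lay in an active enhancer by construction. The shared regions are parts of each cell line's own peaks.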

We identified 19 variants that were within sites corresponding to active enhancers present in both species that, in humans, are predicted to affect multiple genes (Supplementary Table 2). Because markers across this region had identical genotypes in the 12 sequenced dogs, we assessed the frequencies of the iUC associated alleles in other dog breeds. Among the 1237 dogs and 93 wolves, twelve of the 19 iUC associated enhancer alleles were major alleles in the general population and another six had allele frequencies > 0.34 in dogs and > 0.24 in wolves. One variant, located at chr13:44170972, 1260 bp upstream of the *SLAIN2* gene, had an allele frequency of only 0.05 among dog breeds not in this study, and was not found in wolves. 

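The base at chr13:44170972 lay inside a peak in all 6 libraries. For H3K4me1, the K9TCC_Ab peak ran from 44170678 to 44171606 with a fold of 9.01, from 35 reads at the summit against an expected 3.00 background reads, and the K9TCC_Mx peak ran from 44170428 to 44171670 with a fold of 12.1, from 80 reads against 5.68. The H3K27ac peak ran from 44170692 to 44171675 in K9TCC_Ab, with 62 reads against 2.83 and a fold of 16.5, and from 44170701 to 44171691 in K9TCC_Mx, with 90 reads against 4.94 and a fold of 15.3. The largest folds at the site were those of H3K4me3. Its peak in K9TCC_Ab, from 44170692 to 44171734, had 150 reads at the summit against 1.67 and a fold of 56.6, and its peak in K9TCC_Mx, from 44170536 to 44171774, had 362 reads against 3.96 and a fold of 73.1. Within their own lists, the K9TCC_Ab peaks ranked at percentile 77.4 by fold for H3K4me1, 91.8 for H3K4me3 and 93.0 for H3K27ac, and the K9TCC_Mx peaks at 87.2, 93.4 and 91.2. Expected background reads were above the median of the library at the 3 K9TCC_Mx peaks, at up to 2.04 times, and at the H3K4me1 peak of K9TCC_Ab, and were 0.958 and 0.891 times the median at its H3K4me3 and H3K27ac peaks.

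Each pair of peaks met the 50% rule, and the active enhancer over the variant was 906 bp long. The summits of the 6 peaks lay 284 to 448 bp to the right of the variant. The paper's distance of 1260 bp puts the start of SLAIN2 at 44172232, in a gap of 1157 bases between the shared H3K4me3 region over the variant and the next one, which runs from 44172892 to 44174956. All 6 libraries kept a peak over the variant at the stricter q-value tried. An active enhancer covered it under 8 of the 9 alternative settings, the exception being the one that leaves out regions overlapping shared H3K4me3. All peaks as deposited, an overlap of 1 bp, the union of the peaks and either cell line alone could not have lost it. These settings keep every base covered in the main one. The stricter q-value, the merging of peaks at most 200 bp apart and a reciprocal 50% between H3K4me1 and H3K27ac could have lost it, but did not.

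**Figure D1:**
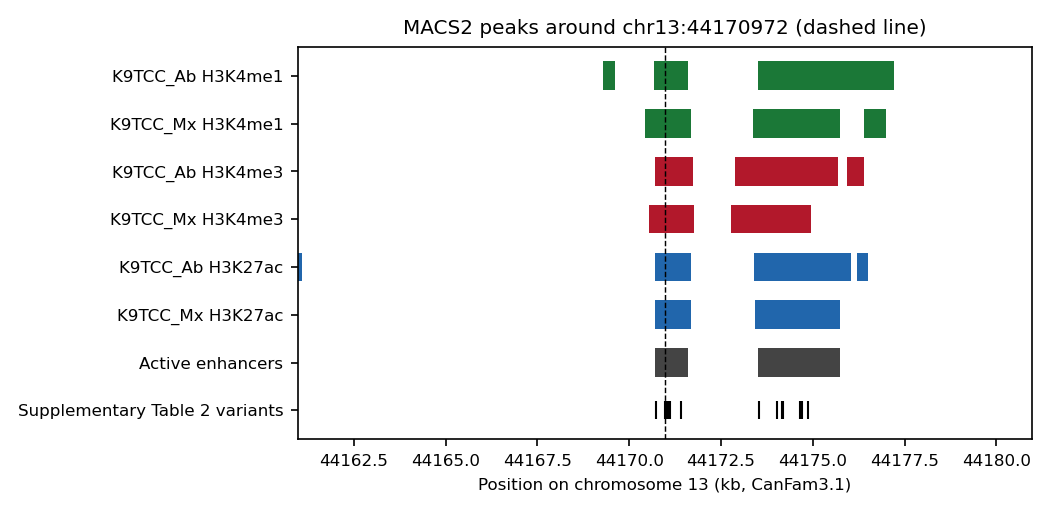
Peaks of the 6 libraries over the 10 kb on either side of chr13:44170972 (position in kb on chromosome 13 of CanFam3.1, bars from start to end of each peak), with the active enhancers in grey and the legible Supplementary Table 2 variants as vertical ticks. The dashed line at the variant crosses a peak in all 6 libraries and the active enhancer from 44170701 to 44171606.

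Under its methods, the paper treats a variant as potentially contributing to disease when it lies in a canine active enhancer and in the corresponding human enhancer and its allele is rare in breeds at average risk, and this variant is the one it carries forward from the enhancer variants on those grounds.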

The change of alleles at this variant, chr13:44170972 G > A, results in the creation of a binding site for 14 different transcription factors or transcription factor complexes, as ascertained using two different prediction methods (Supplementary Table 3). Increased affinity for any of these transcription factors to the region could lead to dysregulation of local genes.

We sequenced the two mutations within the chr13 locus in 47 affected and 47 unaffected Shelties and 150 dogs from related breeds, including 34 with iUC. The missense mutation at chr13:43897916, which we refer to as NIPAL^G256D^, was found in 85% of the affected Shelties and was homozygous in 60%. The odds ratio for developing iUC with at least one copy of the mutation was 2.95 (CI 1.08–8.05), and if homozygous for the mutation, the OR increased to 8.42 (CI 3.12–22.71). The mutation within the putative multi-gene enhancer was found in 83% of affected Shelties and was homozygous in 57%. The OR for having the disease with at least one copy of the enhancer mutation was 2.76 (CI 1.05–7.26), and in the homozygous state, OR = 7.71 (CI 2.87–20.75). Recombination between these two variants was observed in only two Shelties, one affected and one unaffected; both carried NIPAL1^G256D^ but not the enhancer variant. These risk ratios are much higher than any described for variants associated with human bladder cancer.

The NIPAL^G256D^ variant was also found in seven affected Collies and two affected Border collies. The enhancer variant was found in the same nine dogs and in two additional affected Border collies. Neither variant was found in the other related breeds (Table 2).

**Table 2:** Genotypes of putative causative mutations within dogs of each breed

		43897196			44170972		
		AA	AG	GG	AA	AG	GG
Shetland sheepdog	Affected	28	12	7	27	12	8
	Un-Affected	7	24	16	7	23	17
	Gen Pop^1^	20	27	35	22	27	33
Collie	Affected	7	0	1	7	0	1
	Gen Pop^1^	5	13	14	4	14	14
	Gen Pop >10	0	1	1	0	1	1
Border collie	Affected^2^	0	0	11	0	2	9
	Gen Pop^1^	0	0	61	2	16	43
	Gen Pop >10	0	0	17	0	4	13
Sheltie Mix	Affected	0	2	0	0	2	0
Other related^3^	both	0	0	36	0	0	36

^1^Gen Pop or general population dogs are all ages and were not diagnosed with iUC at the time of collection. Gen Pop > 10 are general population dogs greater than 10 years old. ^2^Two of the affected Border collies were determined to be Shetland sheepdogs mixes reducing the Border collie affected counts. ^3^Other related breeds (13 affected and 23 unaffected) include Australian shepherd, Bearded collie, Pembroke Welsh corgi, Australian cattle dog.

We noted that the two affected Border collies who carried NIPAL1^G256D^ were highlighted in the population analyses as atypical Border collies because they did not cluster with the other members of the breed (Fig. 1a and Supplementary Figs. 1 & 2). To determine if these two dogs might be admixed, we phased their genomes and calculated haplotypes predicted to be identical-by-descent (IBD) with the dogs from 250 breeds in the 1330 dataset, plus the breeds from this study. Both dogs displayed the highest amount of IBD haplotype sharing with Shelties and a unique mixture of other breeds (Supplementary Fig. 6). Neither showed any Border collie ancestry beyond what would be expected for a Sheltie. In addition to the two mutations, both carried the Sheltie iUC-associated core haplotype. This haplotype was not found in any purebred Border collies. This data, therefore, identifies NIPAL1^G256D^ in Shelties, Collies and in affected mixed breed dogs with Sheltie ancestry.

Though NIPAL^G256D^ was not found in purebred Border collies, the enhancer variant was. We phased the chr13 locus in a total of 56 Border collies and genotyped the two iUC associated variants. We found 17 Border collies that carried the enhancer variant and none carried NIPAL^G256D^. Interestingly, all Border collies with the enhancer mutation carried a haplotype that matched the Sheltie iUC-associated haplotype between chr13:43453329 and 44174029, which is approximately half of the core haplotype including the sites of both putative disease-causing variants. This suggests NIPAL1^G256D^ appeared on a haplotype that carried the enhancer mutation, possibly after the division of the breeds in the late 1800s.

### Additional GWAS

The alleles on chr13 contribute to a substantial portion (16–41% in this dataset) of iUC cancer risk in Shelties. However, in a group of 87 healthy Shelties of all ages, some of which will likely develop cancer as they age, the NIPAL1^G256D^ allele frequency was 0.41, a larger percentage than we would expect for iUC. The difference between cases and controls lies in the frequency of homozygous mutations. Approximately 60% of the affected dogs are homozygous for the *NIPAL1* mutation compared to <15% of the unaffected dogs.

Though homozygosity plays a large role in the risk conferred by NIPAL1^G256D^, there are undeniably additional contributing loci. To locate genomic regions that moderate risk within the Shelties, we performed three additional GWAS, grouping dogs based on their genotype at chr13:43897196: all dogs that are homozygous for the mutation, those that are heterozygous, and those that do not carry the mutation (Table 2). Subsetting the dataset in this manner removes the contribution of the chr13 mutations, thus revealing additional risk loci. These three analyses, for which cases and controls have the same genotype at NIPAL1^G256D^, revealed six additional loci on five different chromosomes associated with iUC (*P* < 2.06 × 10^−6^) (Fig. 4).

**Fig. 4:**
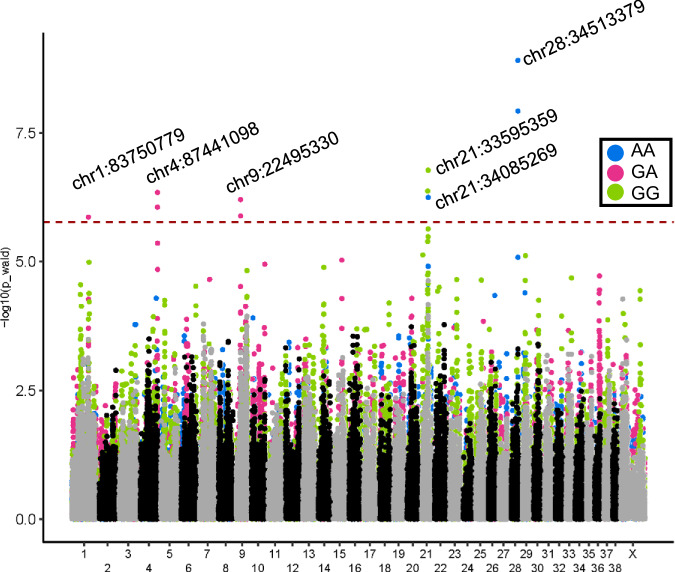
GWAS results from the Shetland sheepdog cohort divided by *NIPAL1* variant genotype. The results from three independent GWAS are combined for comparison. Each is colored by genotype at NIPAL1^G256D^ according to the key provided. The significance line is set at 1.7 × 10^−6^.

Calculating LD and from the peak SNP at each locus produced associated regions ranging from 100 kbp to 2.5 Mbp (Supplementary Table 4). The loci on chr1 and 28 were gene poor. The locus on chr4 lies within an F-box gene, *FBXL7*, which plays a role in cell cycle control, and the locus surrounding chr21:34085269 comprises four protein coding genes, three of which have a role in cancer growth. This locus overlaps the associated locus surrounding chr21:33595359, but the two tagging markers, chr21:34085269 and 33595359, are not in LD (r2 = 0.047). The second locus spans more than two megabases and encompasses 30 genes. The locus surrounding chr9:22495330 encompasses 26 genes (Supplementary Table 4).

By calculating the OR for the multiple genotype combinations, we determined the effect each locus is likely to have on disease risk in Shelties (Fig. 5, Table 3). We find that homozygosity of the major allele for at least two of the chr1: 83750779, chr4: 87441098 or chr9: 22495330 loci offers a protective effect to individuals that are heterozygous for the NIPAL1^G256D^ variant, while the opposite, carrying the minor allele at two of the loci, increases the odds of developing iUC (Table 3). The other loci provide only risk or protection, not both. These combined data provide a platform for identifying interacting genes/mutations and common pathways that lead to cancer susceptibility in Shelties and are foundational in continued searches for iUC disease-associated mutations in other breeds.

**Fig. 5:**
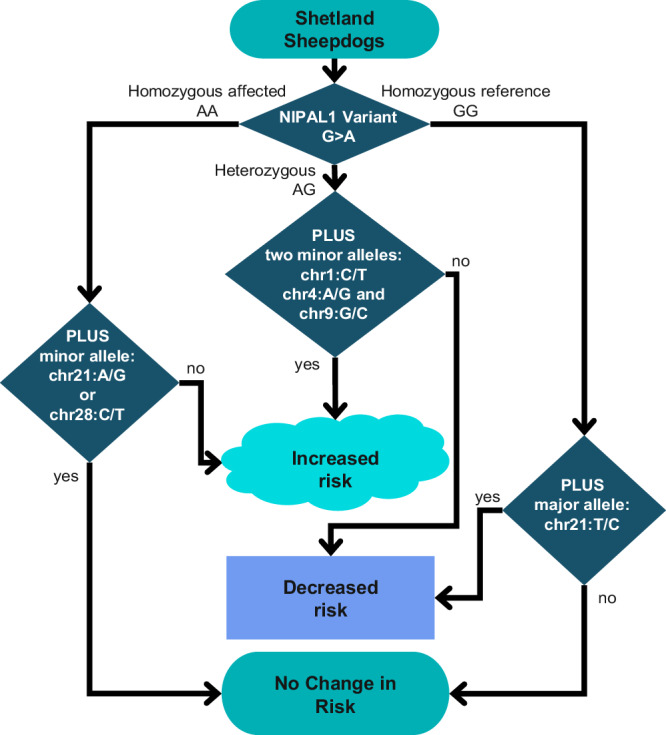
A flow chart of predicted risk for variant combinations leading to the development of iUC. Combinations of alleles at six loci increase the risk of or the protection from iUC in dogs carrying one of the three possible genotypes for NIPAL1G256D.

**Table 3:** Odds ratios for disease risk given combinations of genotypes at the NIPAL1G256D and associated SNPs at six additional loci

NIPAL1G256D Genotype	AA		AG			GG			
Chr^1^	21 (1)	28	1	4	9	21 (2)	OR	CI	risk
Associated SNP genotypes	AA	**					18.5	3.1–22.7	increase
	**	CC					58.2	7.4–457.7	increase
			C*	A*	**				
			C*	**	G*		19.1	1.1–342.8	increase
			**	A*	G*				
			TT	GG	**				
			TT	**	CC		0.06	0.02–0.22	decrease
			**	GG	CC				
						T*	0.13	0.04–0.49	decrease
Disease associated allele frequency^2^	0.92	0.82	0.05	0.2	0.08	0.37			

^1^Chromosomes numbers indicate loci associated with iUC on each chromosome as described. 21(1) is chr21:34085269, 21(2) is chr21:33595359. ^2^Disease associated allele frequency calculated in 201 Shetland sheepdogs of all ages with no known cancer diagnosis. *OR*=Odds Ratio, *CI* = 95% confidence interval, *=any allele, **=any allele on both chromosomes.

### Somatic mutation

Two of the supporting loci, one at chr9:22381987-23201516 and the other on chr21: 31405230-33951574 include the oncogene *ERBB2* and a tumor suppressor *WEE1*, respectively. These genes are frequently mutated and/or dysregulated in human bladder cancers. We did not find germline mutations in the coding regions of either *WEE1* or *ERBB2* in the WGS of seven Sheltie cases. However, when we analyzed the sequence of these two genes in three canine iUC whole tumor sequences and 15 previously published whole transcript sequences, we found somatic mutations in each gene. Specifically, after applying multiple variant effect predicting programs, the *ERBB2* gene had two putatively damaging missense variants, chr9:22775561 C > A and chr9:22775767 C > G, each found in two tumor alignments, which create the D277Y and D251H protein changes in *ERBB2*. There was also a single putatively damaging C > G variant in the *WEE1* gene at chr21:32843843, leading to a predicted P175R protein change (Supplementary Table 5). A second predicted damaging variant at chr21:32854760, V468A within the kinase domain of *WEE1*, was identified in another tumor however evidence from RNAseq was not sufficient to rule out error and further sequencing is required to confirm. An additional mutation affecting ERBB2, G292R, was found in one canine transcript. This germline mutation creates a G292S change in humans which has slightly reduced effect predictions than the dog variant. Each *WEE1* variant was found in a single tumor while the *ERBB2* variants were each found in two different tumors for a minimum putatively damaging gene mutation frequency of 6% and 24% respectively. Additional coding variants with benign predictions were found in each of these genes.

## Discussion

There are over 350 recognized dog breeds in the world, each a unique population whose members share common ancestors, traits, and disease susceptibilities. Often multiple breeds will develop from a common working population due to geographic separation or regional preferences in size, coat color or working style. The Collie, Border collie, and Australian shepherd are closely related to the Sheltie and are all descended from the original working collies of the British Isles, prized for their ability to herd sheep. Overall these farm dogs have given rise to least ten independent yet related dog breeds^28^ that share disease risk associated genetic variants^29,30,37^. In this study (Fig. 6) we examined susceptibility to iUC in the above four breeds, one of which, the Sheltie, demonstrates a particularly high disease risk^12^. We observe that the Sheltie and Collie carry the same disease-associated coding variant NIPAL1^G256D^ and, along with the Border collie, share a putative regulatory variant associated with iUC located 273 kb downstream. These variants may also exist at low frequency in additional related or descendant breeds.

**Fig. 6:**
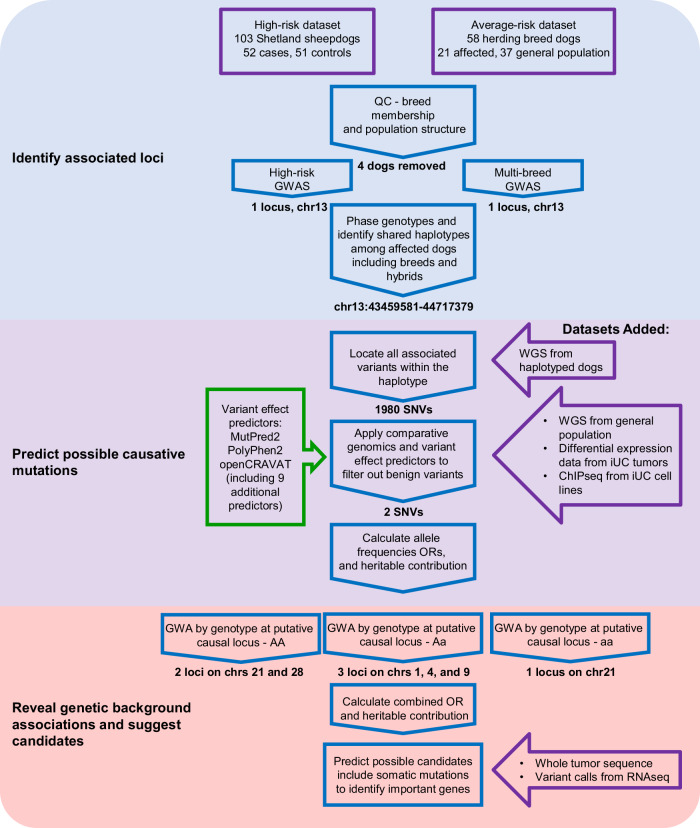
The order of analyses employed in this study. These steps were taken to identify possible genetic variants predisposing dogs to iUC and candidate genes that may play an important role in promoting or preventing disease development. Analysis stages are indicated by changing background color. Datasets used are listed inside purple shapes and predictive software in green.

Dog breeds are developed by reproductively isolating a small group of individuals from the general dog population, therefore we can treat each breed as a large extended family, rather than a geographic or ethnic population, and assume a common risk variant will be responsible for the majority of disease in any given breed^38,39^. In essence, the number of breeds or lineages is the major determinant of power, and not the number of individual dogs. In a high-risk breed, the disease associated variant is often found at high frequency and can be used to further subset the population into genotype-specific clusters to find additional disease loci. Secondary loci may modify the effect of the primary locus or may themselves be primary risk loci that only exist in a small subset of the breed, perhaps in the presence of a particular aspect of the genetic background. We have taken advantage of breed structure to identify a total of seven iUC-associated loci by segregating samples based on their genotype at an initial, primary locus, *NIPAL1*. Although the additional loci likely play only secondary roles in Sheltie iUC risk, they may be part of the primary path to disease development in other breeds. Within the Sheltie iUC-associated loci we identified germline or somatic variants in three genes that, combined with the previously identified BRAF^V595E^ somatic mutation, point towards the disruption of the MAPK signaling pathway and its components as a likely mechanism for iUC development in dogs.

The most compelling mutation found in the strongly associated chr13 locus is a variant within the *NIPAL1* gene that causes the non-polar glycine at the 256^th^ position to be replaced with a negatively charged aspartic acid. The G256D mutation lies within one of the transmembrane domains of the NIPAL1 protein and is predicted to disrupt the helical structure, possibly by changing the steric configuration through size or charge. The NIPAL1 protein is a transporter of multiple divalent cations, most notably magnesium (Mg(2 + )). Magnesium levels and the disruption of magnesium transporters have been associated with cell proliferation, metastasis, and angiogenesis as well as effectiveness and toxicity of chemotherapeutic treatments in bladder and other cancers^40,41^. In human bladder cancer cell lines, 24 h treatment with MgCl_2_ is shown to alter the expression and phosphorylation of multiple components of the MAPK signaling pathway compared to untreated cells^42^. The pathway is crucial for tumor development and is frequently dysregulated in both human (reviewed in refs. ^21,43^), and dog bladder cancers^20,44^. The mutation is expected to alter the ability of the gene to transport magnesium, and possibly other ions, across cellular membranes, thus affecting magnesium concentration within cells.

Interestingly, *NIPAL1* is also associated with gout in a GWAS of more than 4000 Japanese men^45^. Gout is a form of hyperuricemia that can occur in the presence of reduced renal urate excretion, and affected individuals have a 1.18 fold increased risk of developing bladder cancer (95% CI = 1.05–1.32)^46^. Uric acid levels are significantly increased in the urine of dogs with bladder cancer compared to matched controls^47^, and while this relationship has been reported in multiple studies, the underlying cause remains unknown^48^. *NIPAL1* may also play a role in regulating the transport kinetics of urea in bladder cells^49^.

In addition to the above, we identified a putative enhancer variant at chr13:44170972 that is in near perfect LD with the *NIPAL1* mutation. Based on synteny with human chr4:47547066-48980084 (hg38), this enhancer may affect the expression of 10 genes in the region, including *NIPAL1*^35^. Multiple studies show that *NIPAL1* is overexpressed in canine iUC tumors^34,50,51^, as are14 other genes within the primary risk-associated chr13 locus^34^. The enhancer variant alters putative transcription factor binding sites at the locus, creating new sites that bind AP-1 complexes, which are heterodimers of the JUN (Jun proto-oncogene AP-1 transcription factor subunit) and FOS (Fos proto-oncogene AP-1 transcription factor subunit) protein families. These complexes are frequently linked to tumorigenesis, potentially accounting for increased expression across the locus^52^. The MAPK signaling pathway regulates AP-1 through activation and by controlling expression^53^.

Secondary loci found on chr9:22381987-23201516 and chr21:31405230-33951574 comprise many potential cancer genes, but two, *Erb-B2 receptor tyrosine kinase 2* (*ERBB2*) and *WEE1 G2 checkpoint kinase* (*WEE1*), stand out as likely candidates for disease risk, as both are frequently mutated, amplified or dysregulated in human bladder tumors. *ERBB2* is a member of the epidermal growth factor receptor family and functions upstream of signaling pathways frequently implicated in cancer, such as the MAPK or the mechanistic target of rapamycin (mTOR) signaling pathways. Multiple studies of canine iUC tumors show that *ERBB2* is over expressed in canine bladder tumors compared to normal bladder tissues^34,51,54^. We did not find any *ERBB2* disease-associated germline coding mutations in the WGS from seven Sheltie cases; however, we did find potentially pathogenic somatic alterations in whole genome sequence and RNAseq from iUC tumors. Mutations at chr9:22775767 and chr9:22775561 correspond to the protein alterations D251H and D277Y in ERBB2, respectively. Both variants are predicted to be damaging by multiple metrics (Supplementary Table 5). Twelve percent of human bladder tumors have mutations in *ERBB2*, and the D277Y protein variant is among them^55^. Though the D251H variant has not yet been found in human cancers, multiple mutations in the adjacent amino acid at position 250 have been reported. An exome study of shed DNA from dogs with suspected bladder cancer also found the nearby ERBB2 mutation, G292R^20^ which was observed in one of our transcript sequences. These variants are found in the furin-like domain of the protein which includes the most common human somatic variant in the gene, S310F. In aggregate this argues that *ERBB2* plays an important role in canine iUC disease risk.

An additional gene implicated in human bladder cancer, the tumor suppressor *WEE1*, is located in the disease associated chr21:31405230-33951574 region. *WEE1* regulates the G2/M checkpoint through an activation loop with cell division kinases, CDK1 and CDK2, within the MAPK signaling pathway^56,57^. Activating BRAF mutations, which are found in the majority of canine iUC tumors, increase cellular levels of WEE1 protein^58^. Through phosphorylation of the CDKs, *WEE1* plays a role in homologous recombination DNA repair, and because cell cycle and DNA damage repair pathways are frequently interrupted during tumor development, *WEE1* inhibitors are effective cancer therapeutics^59,60^. We again identified at least one somatic mutation, P175R, in an iUC tumor. This mutation is in the N-terminal regulatory domain of WEE1, adjacent to the nuclear export signal and is predicted to affect the function of the gene. In humans bladder urothelial carcinomas *WEE1* is frequently dysregulated through copy number loss (13.7%)^57^.

Combined, these findings point to repeated disruption of the cellular proliferation and DNA damage repair pathways as mechanisms for development of iUC in dogs. Our data suggests that increased risk is caused through germline variants that provide the initial step in the cascade. We have identified one common germline mutation (NIPAL1^D256G^), disease associated sites in the regions of *ERBB2* and *WEE1*, and the presence of somatic mutation in the same genes suggesting they are important in canine iUC progression. Combined with the previously identified BRAF^V595E^ mutation, our findings point toward the MAPK signaling pathway and its components as a key driver of iUC in dogs.

By combining genotypes from seven associated loci we can account for the development of iUC in 75% of Shelties. These predictions could improve after analysis of a larger cohort. For example, there were no unaffected dogs heterozygous for the *NIPAL1* variant that carry the minor allele at the chr1 locus. Similarly, only affected dogs that do not carry the *NIPAL1* variant are homozygous for the alternate allele at chr21:33595359. To calculate the odds ratios, we assume a frequency of >0 for these combinations. If these combinations are not seen at increased numbers, they would account for disease risk in an additional 10% of cases, bringing the ability to predict disease as high as 85%. While this would make an excellent start in genetic testing for iUC risk in Shelties, these findings need to be verified in an unrelated set of dogs.

There are factors that limit the generalizability of these results: limited sample sizes and a lack of direct functional assessments for the putative mutations. The modest sample size is appropriate for finding variants of moderate to large effect in dogs given their population structure, but may lead to false negatives. We are unlikely to recognize variants with very small effect sizes given the small number of individuals included in the GWAS and the WGS was targeted specifically for finding high-effect variants on chr13. It is also possible that there are low penetrance variants contributing to the disease that are fixed within this population. We expect these low-effect and low-penetrance variants to reveal themselves as additional high-risk breeds are analyzed and datasets are combined. The dog genome project has advanced substantially within the last decade with the addition of four new reference sequences and 19 new assemblies (NCBI). There is also a finely filtered and vetted variant dataset of over 2000 whole genome sequences^36^. However, there remains a dirth of experimentally confirmed protein function data, thus comparative genomics provides the majority of data regarding gene function^61–63^. This is not necessarily a problem, however, as comparative genomics between dog and human features numerous successful studies that identify altered genes that share function in the same disorders in both species (reviewed in^64–66^. The next step in our studies will be to perform functional analyses on the newly identified and predicted pathogenic mutations using protein assays to determine specific activity, allele-specific functional studies in cell cultures, or by creating mouse models. There are also non-coding RNAs in the dog genome that have yet to be annotated due to a lack of sequence conservation. For example, there is a lncRNA, *OCAID1-AS1* that has been linked to bladder cancer prognoses in humans^67^ within our primary associated region on chr13. This lncRNA is weakly conserved and not annotated in dogs and though there are no associated mutations in the corresponding locus, we may be missing changes in expression that correlate with tumor behavior.

Finally, we note that the study of iUC in canine populations may fill in gaps in studies of bladder cancer in humans. The numerous cohorts amassed for studies of human bladder cancer risk feature, on average, > 80% males and 80–85% non-muscle invasive disease^68–71^, even though muscle invasive bladder cancer carries a much higher risk of early mortality^72^. Women are underrepresented in these studies because they are less likely to get bladder cancer than men, however they more often get invasive disease and their relative survival expectancy is reduced by five percentage points or more across all stages of the disease (https://seer.cancer.gov/). In dogs, females are either equally susceptible or more likely to get iUC than males, depending on the breed. Our dataset included 59% female and 41% male affected dogs and >90% invasive disease. Because of these factors, the dog is likely to provide new information about genes and pathways important to a highly destructive subset of bladder cancers in humans.

## Methods

### Sample collection and DNA extraction

Affected and unaffected dogs from the high-risk breed were solicited through the Purdue University Veterinary hospital as well as through dog clubs and at dog events. Whole blood samples were collected from dogs with iUC through either the Purdue University Veterinary Hospital, where they had biopsy-confirmed iUC, or via direct mail from owners of affected dogs. Owners of dogs not diagnosed at Purdue submitted pathology reports with diagnosis from the treating veterinarian. Affected dogs had no reports of other cancers. Unaffected dogs were ≥ 10 years old at the time of sampling with no reports of any cancer. Both groups were filtered for relatedness so that no two dogs shared grandparents and they were matched for sex. Affected dogs from average risk breeds were collected through the Purdue University Veterinary hospital and unaffected dogs were chosen from population studies (Table 1). Similar human studies often recruit from high-risk clinics, standardized screening programs, or make use of data from HMOs or insurance companies. However, few such programs exist in the veterinary world, e.g., there are no pet HMOs and pet insurance is still in its infancy. However, the very nature of being a Shetland sheepdog puts dogs of this breed in a high-risk category. Further, samples were collected from Purdue Veterinary hospital department of oncology, which specializes in the treatment of urinary carcinoma, thus insuring a high-quality dataset. Collection was performed according to the NHGRI Animal Care and Use committee approved protocol GFS-05-1 or the Purdue Institutional Animal Care and Use committee approved protocol 1111000169. Dog owners signed informed consent documents prior to collection. DNA was extracted from whole blood samples using cell lysis followed by phenol-chloroform, as described previously^73^, with phase separation performed in 15 mL Phase Lock tubes (5-Prime, Inc. Gaithersburg, MD, USA). DNA was resuspended in a 10 mMolar (mM) tris, 0.1 mM EDTA solution and stored at −80 ^o^C.

### Sample filtering

In order to include non-pedigreed dogs, all samples were assessed for breed membership by combining the cancer genotyping data with previously published population dataset including 157 breeds in addition to the iUC study breeds^28^, and using principal components analysis (PCA) and distance measurements calculated in PLINK v.1.90^74^. The all-breed data can be obtained at https://research.nhgri.nih.gov/dog_genome/data_release/ or through the NCBI Gene Expression Omnibus (GEO) data repository under accession numbers: GSE90441, GSE83160, GSE70454, and GSE96736. Significant PCs were determined using the Tracy-Widom distribution^75^. The first three PCs significantly separated the four UK herding breeds: Shetland sheepdog, Collie, Border collie, and Australian shepherd (Fig. 1 and Supplementary Fig. 1). Samples that did not cluster with their assigned breed on PCA were marked for follow-up. Samples were then added to a neighbor joining tree which included an additional 157 previously published breeds^28^ using a 1-ibs distance matrix calculated in PLINK. Of the samples marked for follow-up after PCA, three putative Shetland sheepdogs did not cluster with the pedigreed Shetland sheepdogs on the multi-breed tree and were therefore excluded from the Shetland sheepdog analysis. Samples that did not cluster with any of the UK herding breeds (two of the above Shetland sheepdogs and one Australian shepherd) were excluded from all analyses. Samples that clustered with the UK herding breeds, but not with their assigned breed, were retained for the multi-breed herding dog analyses (one Australian shepherd, two Border collies and one Shetland sheepdog). All other samples clustered with the submitted breed in both analyses (Supplementary Fig. 2).

The ancestry of the four herding breed dogs, designated atypical, was determined by calculating shared haplotypes, estimated to be identical by decent (IBD) using the BEAGLE v4.1 ibd=true option. Total shared haplotypes were summed between all pairs of dogs as described previously^28^ this time comparing breed dogs to the unknown dog rather than breed to breed. Breeds with average total haplotype sharing with the unknown dog above the 95% percentile of all comparisons were considered possible contributors. Final relationships were visualized using Circos in R^76^(Supplementary Fig. 6).

### Single Nucleotide Polymorphism (SNP) genotyping and GWAS

DNA samples from 103 Shelties and 58 dogs from related herding breeds were genotyped at 170k loci using the Illumina CanineHD bead chip with standard protocols (Illumina, San Diego, CA). Genotypes were called in Genome Studio 2.0.4 and exported using the CanFam3.1 forward strand orientation. Data was imported into pLINK v1.9 for filtering and reformatting. Single nucleotide polymorphisms (SNPs) missing more than 10% of genotypes, or with minor allele frequencies (MAF) < 5% in Shetland sheepdogs, were removed from the analyses. After filtering the final dataset included 90,530 SNPs and 155 dogs. Power analysis was carried out using genpwr^77^ in R (Supplementary Fig. 7).

Genomic inflation was calculated from the *p*-values from uncorrected association analysis in R with λgc > 1.1, indicating genome-wide inflation likely due to confounding population structure. PCA was run on the dataset and one-way ANOVA test was calculated in R for each significant PC to identify stratification by disease. To correct for the population structure, GWAS was performed in GEMMA^78^ using DNA from 49 Sheltie cases and 51 aged ( ≥ 10 yrs) Sheltie controls. A second GWAS included additional DNA samples from 21 affected and 34 unaffected dogs from three related herding breeds (Collie, Border collie and Australian shepherd) (Table 1). Correction for multiple testing was applied in two ways; Bonferroni correction based on independent loci (pair-wise r^2^ < 0.80) P-Bonferroni_.05_ = 1.7 × 10^−6^, and by permuting the phenotypes 10,000 times and identifying the limit at which 95% of random associations could be excluded (P-perm 0.05 = 1.32e10^−6^).

Associated regions were defined as the area encompassing SNPs in LD (r^2^ > 0.6) with the most associated SNP and associated with the disease with a *P* ≤ 1 x 10^−5^. All SNPs within this region were phased using PHASE v2.1 with recombination^79^. The common Sheltie case haplotype was included as a known haplotype when phasing non-risk breed data.

Additional association analyses were performed on subsets of samples based on their genotype at chr13:43897196. The three sets include 29 cases and seven controls that were homozygous for the *NIPAL1*^*G256D*^ mutation, 11 cases and 31 controls all heterozygous for the mutation, and eight cases and 20 controls, none of which carry the mutation. The association analysis was also repeated in the full set of 101 Shetland sheepdog samples using the number of alternate alleles at chr13:43897196, the variant within the *NIPAL1* gene, as a covariate. All analyses were corrected for underlying population structure as described above.

### Whole genome sequence (WGS)

Twelve Shelties were chosen for further genotyping because of the haplotype they carried across the chr13 associated locus. We chose six samples that were homozygous for the disease associated haplotype, five with one copy of the disease associated haplotype and one that was homozygous for the most common non-disease associated haplotype. Germline whole genome sequencing of these 12 samples was carried out at the NIH Intramural Sequencing Center (NISC) using the Illumina TruSeq DNA PCR-Free Protocol (Illumina, San Diego, CA, USA) on an Illumina Novaseq6000. These data are available in the NCBI Short Read Archive (SRA) under BioProject numbers PRJNA448733 and PRJNA685036 (Supplementary Table 1). Paired-end data was aligned to the CanFam3.1 reference genome and variants called using GATK as described previously^80,81^. Annotation was applied to the variant sets using snpEff v5.0^82^ with the Ensembl gene set CanFam3.1.99 and also using VEP^83^ with the CanFam3.1plus gene annotation^84^. Polymorphic variants from the associated region were extracted using bcftools view command^85^. The alignment was repeated using the reference build UU_GSD1.0^86^ and the corresponding annotation to look for missing exons.

In addition to the 12 germline sequences described above, three canine iUC tumors were sequenced at 60x coverage and aligned to CanFam3.1. Somatic variants were called using Mutect2^87^ with both matched normal sequence and a population-based panel of common variants to rule out germline polymorphism. In addition, RNAseq data published previously^34^ was analyzed for somatic mutation. Bam files were prepped following GATK best practices workflow for RNAseq short variant discovery. Variants were called using Mutect2 with matched normal RNAseq or a panel of normal RNAseq if no matched normal was available. A population-based panel of variants was used to filter out common polymorphism. All variants within the genes of interest were confirmed manually in IGV^88^.

### Mutation identification

Variants identified in the 12 WGSs that followed the same pattern as the most significantly associated SNPs identified in the GWAS and appearing on the disease associated haplotype were retained for further investigation. The position of each variant in relation to annotated genes was assessed using SNPeff and the CanFam3.1.99 gene model, VEP with the CanFam3.1plus gene model^84^, and by overlap using a bed file of exon positions from the Broad canine improved annotation v.1^89^. Variants within coding transcripts predicted to alter amino acids were converted to human genome positions using lift-over (UCSC, hg19)^90,91^. Within coding sequences, only sites for which both the DNA sequence and predicted amino acid were conserved between dogs and humans were considered for further evaluation. To confirm that no coding variants were missing due to gaps in the reference sequence we realigned the sequence reads to the UU_GSD1.0 reference sequence^92^ and searched for variation within the updated gene annotation. Pathogenicity of variants was predicted using openCRAVAT^93,94^, which encompasses multiple predictive tools, MutPred2^95^, and PolyPhen2^96^.

Disease-associated non-coding mutations were filtered for overlap with sites of human enhancers that had confirmed local gene interactions^35^, and with predicted canine enhancers and promoters determined from ChIP-seq analysis of canine iUC tumor cell lines. The human enhancer loci were lifted to the dog assembly using UCSC lift-over^90^. The allele frequency of each variant was determined using a set of 1330 dogs representing >200 breeds and 139 wild canids, none of which had a known diagnosis of iUC. Variants were considered potentially disease contributing if they were within a canine active enhancer, in the corresponding site of a human cis-active enhancer, and had an allele frequency of <10% in unaffected, average risk breeds.

Transcription factor binding sites (TFBS) were identified in regions of interest using TFBind and AIModules. Significant matches were identified using an empirically determined cut-off value for sequence similarity based on position weighted matrices from TRANSFAC R.3.4 database implemented by TFBind^97^, or an odds ratio greater than seven and an odds ratio deficit less than eight, compared to the canonical sequence, as determined by similarity calculations from position weighted matrices from the JASPAR 2022 database for the AIModule predictions^98^.

### Chromatin immunoprecipitation followed by sequencing (ChIP-seq)

ChIP-seq was performed as described in^99^ from canine iUC cell lines K9TCC_Mx and K9TCC_Ab, which were provided by the Knapp lab at the Werling Comparative Oncology Research Center at Purdue University, College of Veterinary Medicine^100,101^. The cell lines were grown to 70–80% confluency in DMEM/F12 media as previously described^100,101^. Approximately 5 x 10^7^–1 x 10^8^ cells were used in each assay. Cells were cross-linked using 1/10 volume of 11% formaldehyde quenched with 1/20 volume of 1 M glycine after 10 min. Cells were washed twice with 1x PBS and harvested using a Cell Lifter (Costar #3008) in PBS. Cells were pelleted and lysed in three stages with a protease inhibitor cocktail (Roche #11873580001) added at each step. DNA in pelleted nuclei was sheared on ice using a GEX130 Ultrasonic processor (Sonics, Newtown, CT) in 3 ml volumes with the following settings: power set at 30% output, 25 s ON, then 60 s OFF, repeated for a total of eight minutes. Magnetic beads (Invitrogen Dynabeads Protein G, Thermo Fisher Scientific, Waltham, MA), previously bound with an antibody to one of the histone modifications, were washed with phosphate-buffered saline solution (PBS), resuspended, then added to the fragmented DNA on ice and incubated at 4 ^o^C overnight. Beads with bound DNA strands were washed five times, then rinsed with PBS. The final rinse was aspirated and 115 µl of elution buffer added. DNA was eluted at 65 ^o^C for 15 min, vortexing every two minutes, followed by overnight incubation on a Thermomixer R (Eppendorf, Enfield, CT). DNA was purified with phenol-chloroform after treatment with RNaseA and proteinase K.

Immunoprecipitation (IP) was repeated using 10 ug of Abcam (Cambridge, United Kingdom) antibodies to H3K4me1 (rabbit polyclonal-AbCam, #ab8895), H3K4me3 (rabbit polyclonal-AbCam, #ab8580), H3K27ac (rabbit polyclonal AbCam #ab4729) and one negative control (IgG rabbit, AbCam#46540). A 100 µl input control sample was taken from shorn DNA prior to each IP and sequenced to control for background signal in the IP. DNA was quantified using a Qubit fluorometer (ThermoFisher, Waltham, MA, USA).

The purified, IP DNA was submitted for sequencing at NISC, where paired-end libraries were made with inserts averaging 320 bps and run on an HiSeq2000 Sequencing System (Illumina) with 100 bp reads. The reads were aligned to the CanFam3.1 reference sequence using BWA-MEM^102^ and converted to bam files using samtools 1.10^85^. Alignments were filtered as described previously in ref. ^103^ and histone binding sites called by counting the number of mapped reads overlapping the peak using MACS2 2.2.1^104^, and the spatial clustering approach from SICER2^105^. 

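The deposited MACS2 lists start at a −log10 q-value between 1.33 and 1.85, so they include peaks above the 1% FDR that the Reporting Summary gives. Removing those left 119242 H3K4me1, 43599 H3K4me3 and 93575 H3K27ac peaks in K9TCC_Ab, after 144, 9 and 897 peaks had been dropped. In K9TCC_Mx, 114517, 49835 and 85113 peaks were left, after 108, 21 and 940 had been dropped. Median widths ranged from 639 bp for H3K4me3 in K9TCC_Ab to 810 bp for H3K4me1 in K9TCC_Mx. The widest peak was an H3K27ac peak of 59232 bp in K9TCC_Mx. Median folds were 6.01, 7.29 and 4.84 for H3K4me1, H3K4me3 and H3K27ac in K9TCC_Ab, and 6.23, 6.85 and 5.20 in K9TCC_Mx. With a minimum fold of 5 added, the H3K27ac lists shrank most, to 44580 peaks in K9TCC_Ab and 44132 in K9TCC_Mx. The authors ran MACS2 in its mode for single reads although the libraries were sequenced as pairs. That mode counts 1 read of each pair, so the reads at a summit are the caller's count and not the number of mapped reads over it.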

Only those that were present in two different canine iUC cell lines, overlapping each other by at least 50%, and called by both SICER and Macs2, were retained for comparisons.

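By the 50% rule alone, both cell lines shared 56028 regions of H3K4me1, 23809 of H3K4me3 and 33200 of H3K27ac. These were 47.0%, 54.6% and 35.5% of the K9TCC_Ab peaks and 48.9%, 47.8% and 39.0% of the K9TCC_Mx peaks. Shared peaks had the higher folds. Their median fold in K9TCC_Ab was 7.95 against 4.80 for unshared H3K4me1 peaks, 16.8 against 5.12 for H3K4me3 and 7.99 against 4.12 for H3K27ac. The corresponding medians in K9TCC_Mx were 8.61 against 4.69, 23.5 against 4.82 and 8.41 against 4.25. Accepting an overlap of at least 1 bp gave 101189, 35733 and 70461 overlapping pairs of peaks, while a reciprocal overlap of at least 75% gave 29677, 14663 and 17232. The same calculation with bedtools returned identical numbers at 50%.

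**Figure D2:**
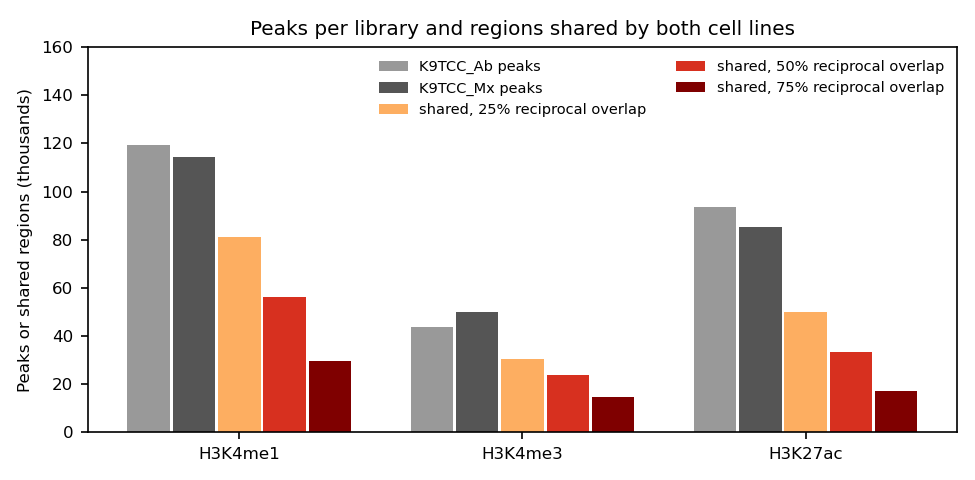
Number of peaks in each library (grey bars) and of regions shared by both cell lines (coloured bars) for each histone modification. Shared regions are counted at a reciprocal overlap of at least 25%, 50% and 75%, and for H3K27ac they fall from 50184 to 17232 between the loosest and the strictest of these.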

### Targeted genotyping

Primers were designed to amplify the region around the two variants of interest on chr13, chr13:43897196 (F- GCTCCCAAGAAGGGACAGAC; R- TTGGAATAAGATGACAGAGCAAG) and chr13:44170972 (F- AAACGATCCAGAGAGCAGATTAC; R- GAGCCCAGGCCAAGAGTG) using Primer3^106^. PCR was carried out on a SimplyAmp thermocycler or GeneAmp PCR system 9700 (Applied Biosystems, Foster City, CA) using AmpliTaq Gold (Thermo Fisher, Waltham, MA) using standard reaction protocols with a touch-down thermocycler program starting at 65 ^o^C annealing temperature and decreasing 0.5 ^o^C each cycle for 20 cycles then an additional 20 cycles at 55 ^o^C annealing temperature. Denaturing and extending temperatures were constant as per standard protocols.

Amplified DNA was sequenced using BigDye Terminator 3.1 (Applied Biosystems, Foster City, CA) and run on a 3730xl sequence analyzer (Applied Biosystems). The variants were genotyped using Sequencher 5.4.6 (GeneCodes Corporation, Ann Arbor, MI). Odds ratios were calculated using genotypes from 47 affected and 47 unaffected Shelties.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

### Supplementary information

Supplementary Figures and Tables

Reporting summary

## Data Availability

The datasets presented in this study can be found in public online repositories. Specifically: Illumina SNP chip data and ChIPseq data from cell lines has been submitted to the NCBI GEO database under accession GSE241367 and GSE254079 respectively. Whole tumor sequence is in the NCBI short read archive (SRA) under BioProject PRJNA1007700. Whole genome sequence can be found in the SRA under BioProjects PRJNA288568 and PRJNA685036. RNAseq was previously submitted to the SRA under BioProjects PRJNA559406 and PRJNA308949.

# Supplementary material for: Genome-wide analyses reveals an association between invasive urothelial carcinoma in the Shetland sheepdog and NIPAL1
**Source:** NPJ Precis Oncol. 2024 May 22;8:112. doi: 10.1038/s41698-024-00591-0
**Supplement:** Supplementary file 1 — Supplementary Figures and Tables

PC1 vs PC2

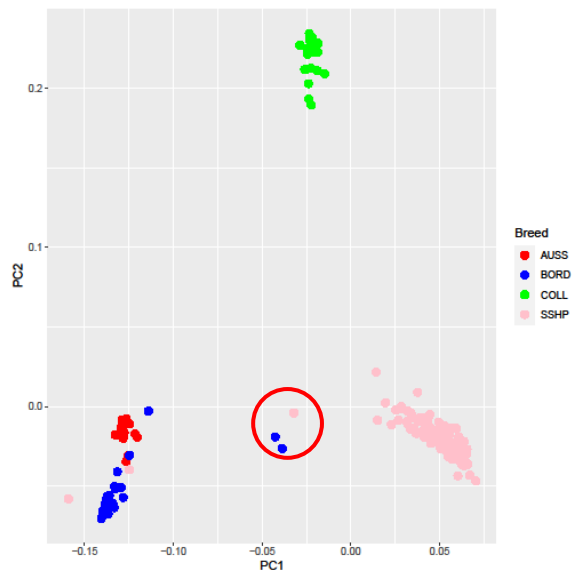

PC1 vs PC3

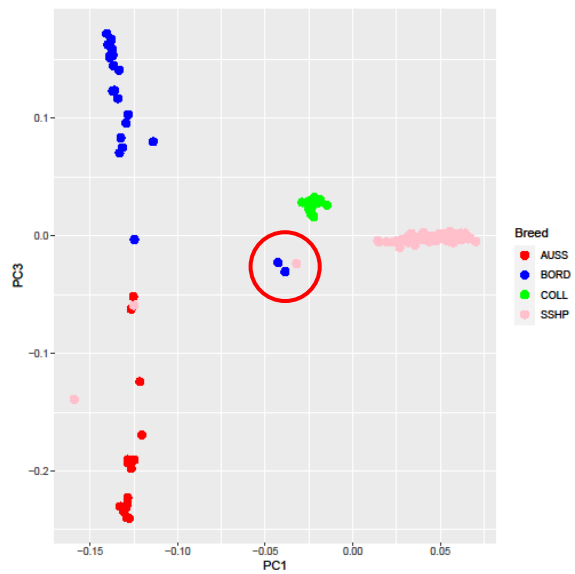

PC2 vs PC3

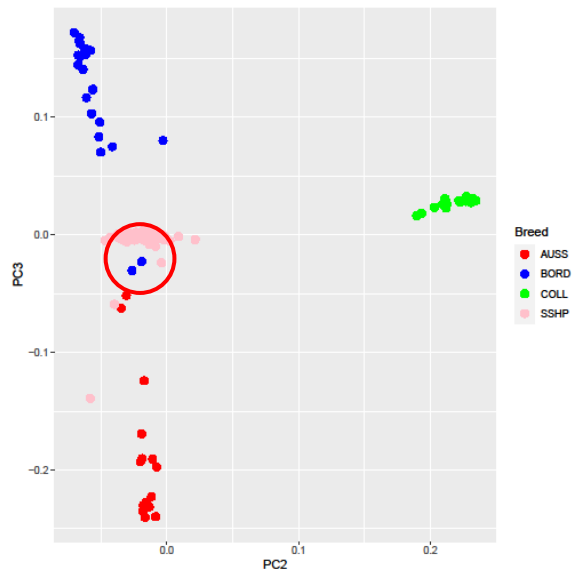

Supplementary Figure 1.

A series of two-dimensional PC plots of data in Figure 1A. The three hybrid samples are circled. AUSS=Australian shepherd, BORD=Border collie, COLL=Collie, SSHP=Shetland sheepdog

Supplementary Figure 2. Cladogram of dogs showing clustering by breed. Shown is the UK herding clade with the dogs included in the GWAS shaded dark green and pure-breed samples shaded light green. Affected dogs are marked with a dot near the branch. Blue stars indicated atypical examples of the reported breed from top to bottom: Shetland sheepdog 1, Border collie 1, Border collie 2, Australian shepherd 1. Grey stars represent dogs that were removed from the analysis as they are not the reported breed nor closely related.

Supplementary Figure 2

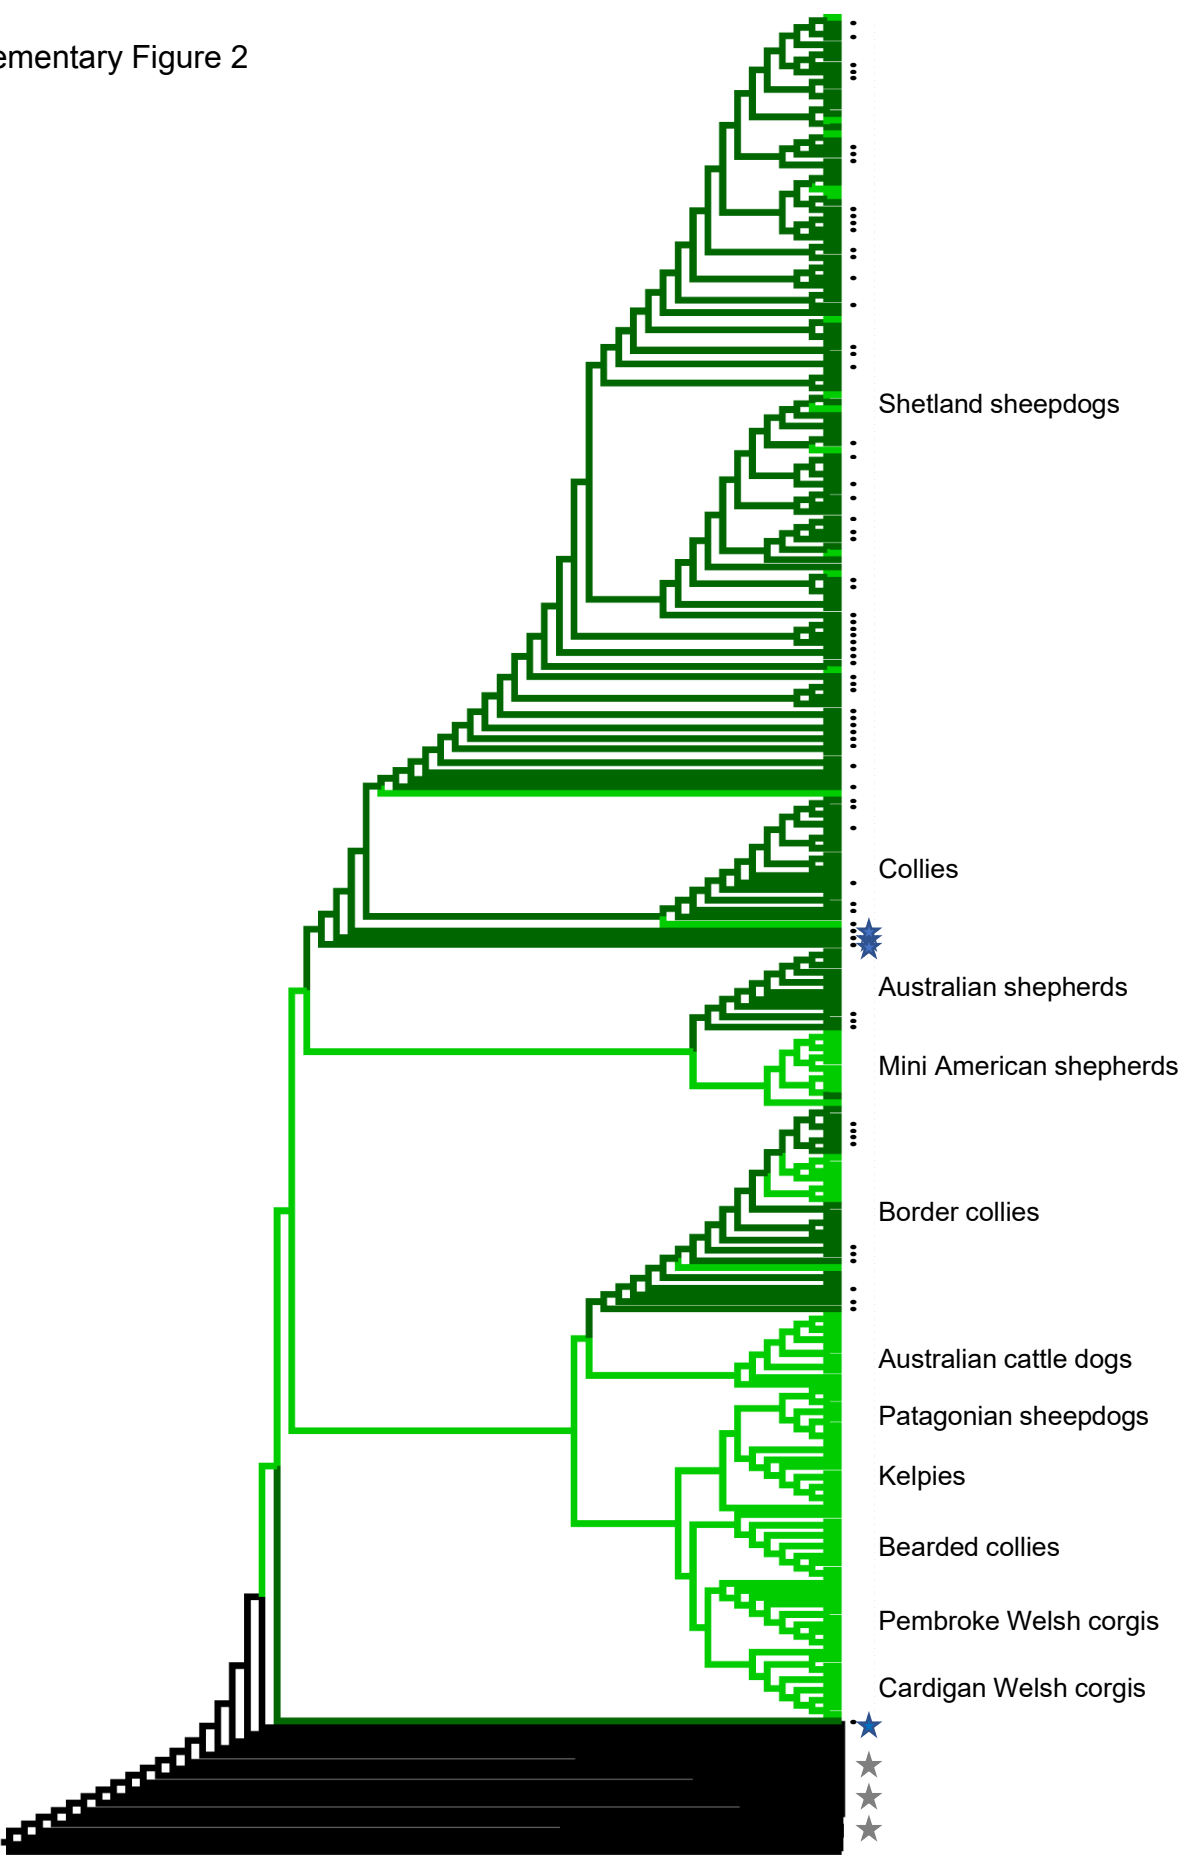

Supplementary Figure 3. QQ plots corresponding to the GWAS results in Figure 1.

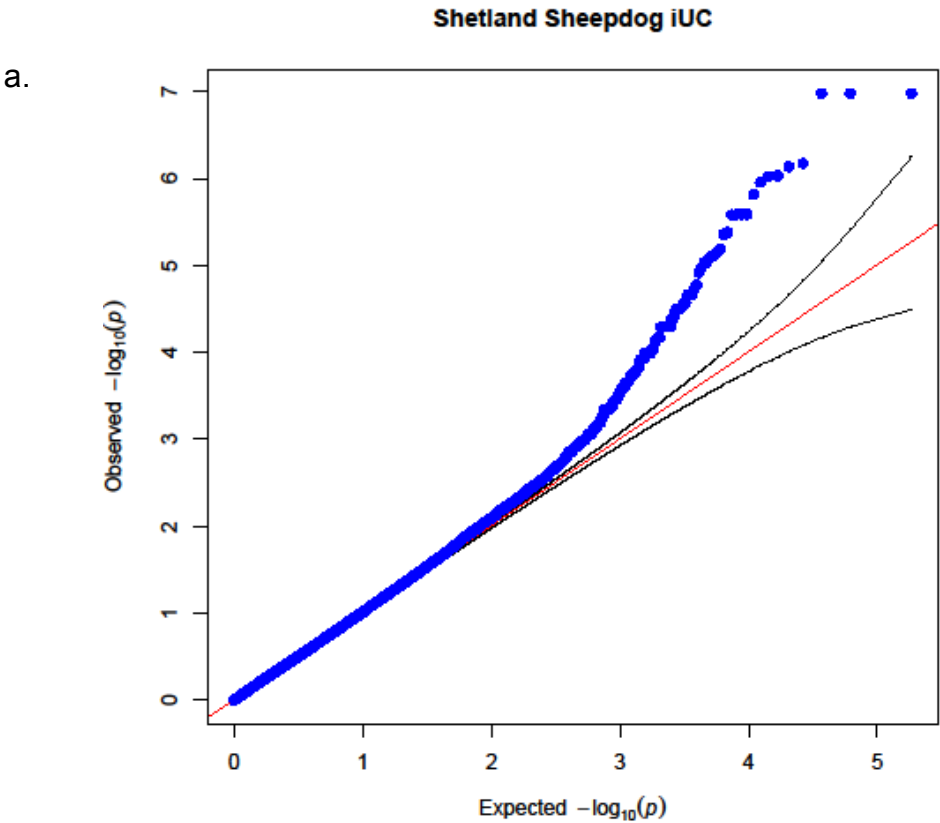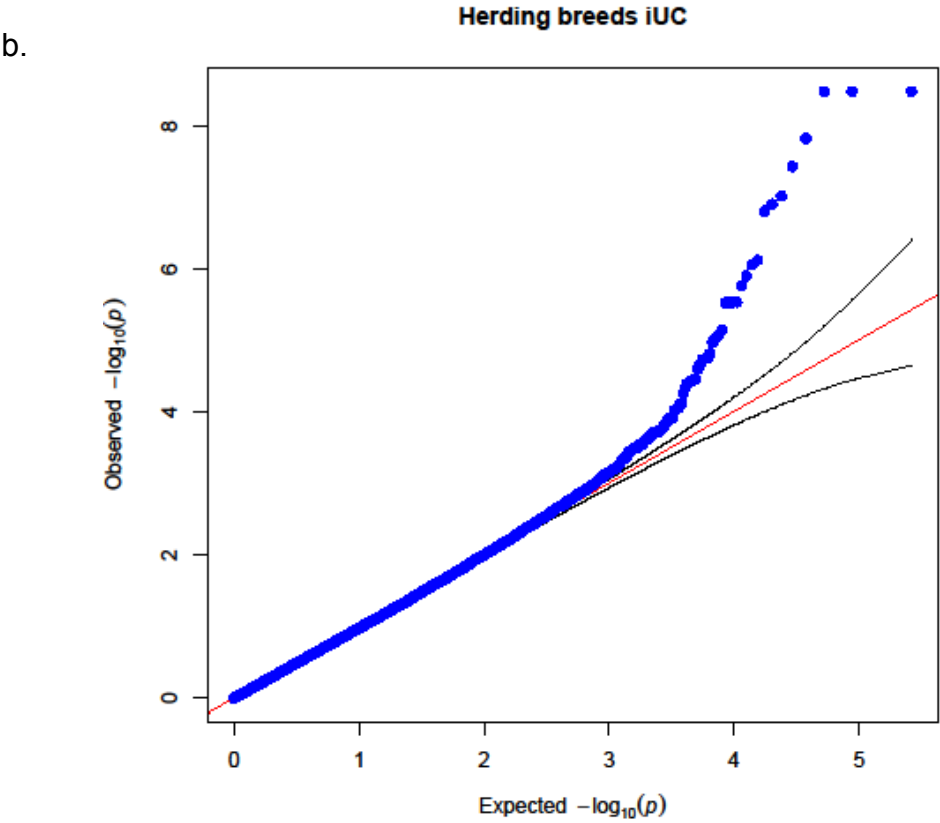

Supplementary Figure 6. Mixed breed analysis of atypical breed samples. Breed components are identified by excessive haplotype sharing with known pure-breeds. Haplotype sharing is calculated by pair with representatives of each breed and plotted with highest numbers toward the center of the graph. Dark grey shading indicates background sharing in which includes more than 95% of all across breed sharing. A. Atypical Border collie 1. B. Atypical Border collie 2

A. Atypical Border collie 1

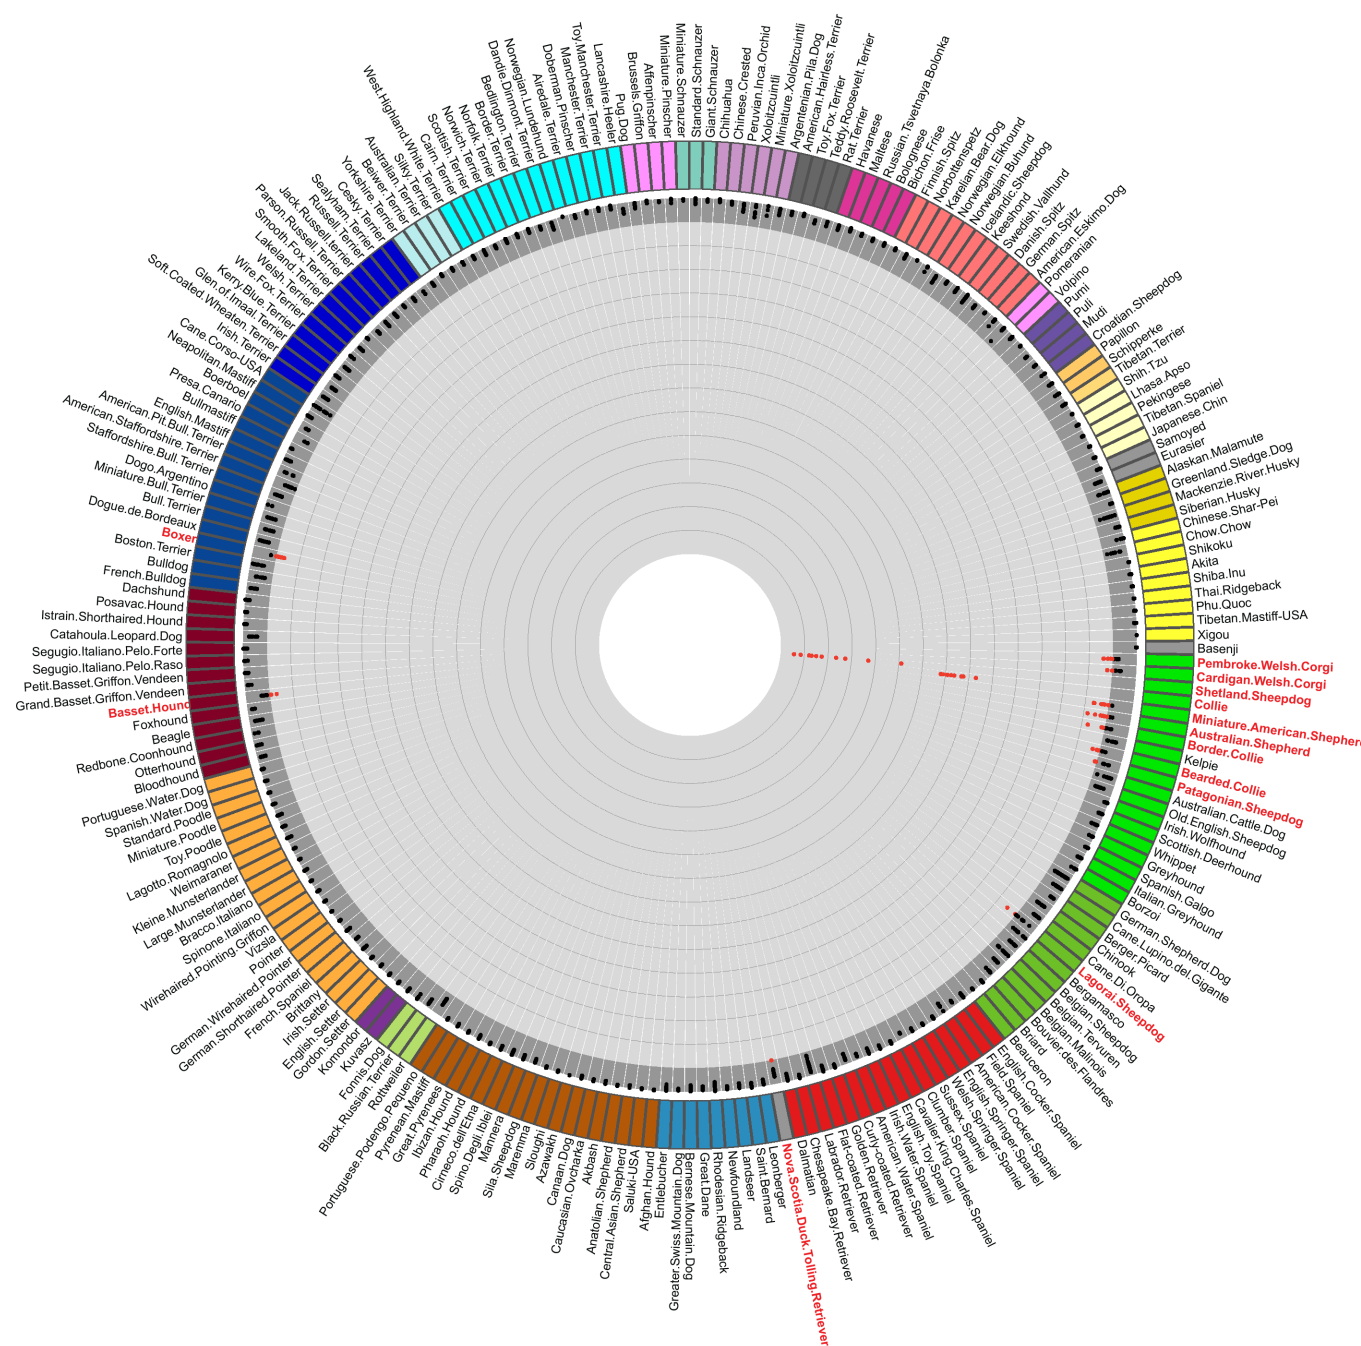

### B. Atypical Border collie 2

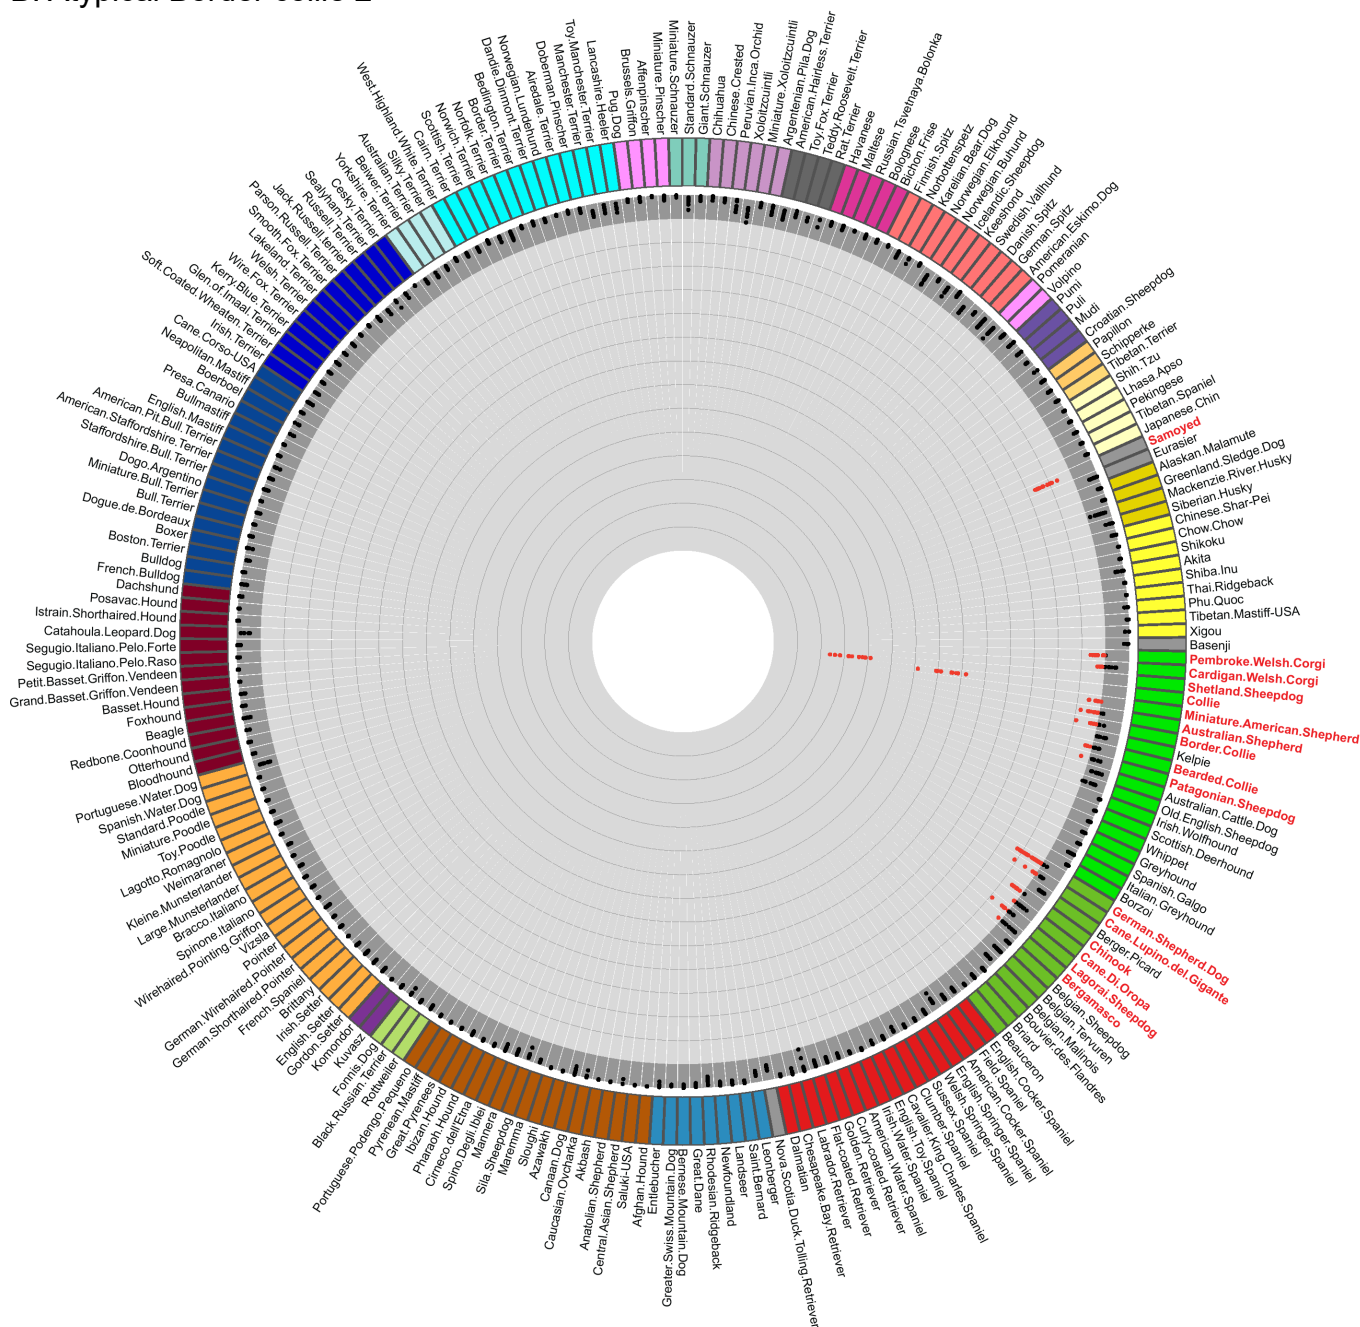

Supplementary Figure 7. Power by minor allele frequency. N=100, Case Ratio=.5, Alpha=0.05, OR=3 on the first row and OR=5 on the second row.

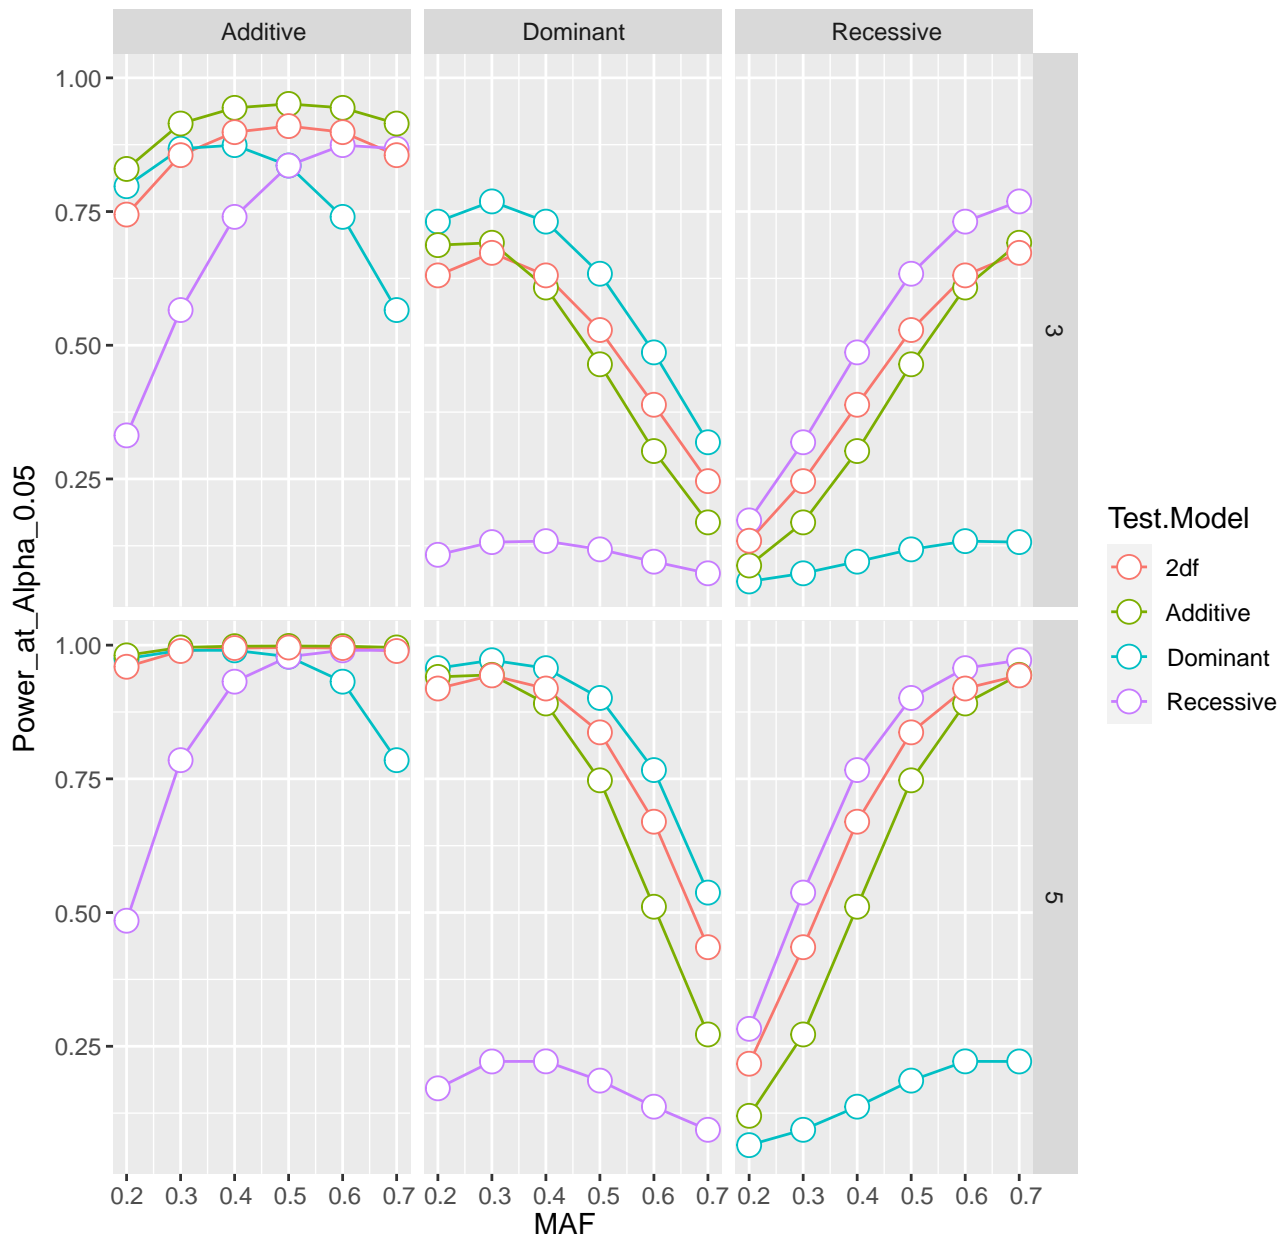

Supplementary Table 1. Metadata for 12 Shetland Sheepdog whole genome sequences.

| NAME ID            | Phenotype  | Breed Name        | BioProject  | BioSample    | BioExperiment | Platform              | Sex          | Age at collection |
|--------------------|------------|-------------------|-------------|--------------|---------------|-----------------------|--------------|-------------------|
| ShetlandSheepdog01 | affected   | Shetland Sheepdog | PRJNA288568 | SAMN03801689 | SRR2095504    | Illumina HiSeq 2000   | female       | 5.2               |
| SSHP001            | affected   | Shetland Sheepdog | PRJNA685036 | SAMN17192110 | SRR13339206   | Illumina NovaSeq 6000 | male         | n.d.              |
| SSHP002            | unaffected | Shetland Sheepdog | PRJNA685036 | SAMN17192111 | SRR13339205   | Illumina NovaSeq 6000 | female       | 13.1              |
| SSHP003            | unaffected | Shetland Sheepdog | PRJNA685036 | SAMN17192112 | SRR13339204   | Illumina NovaSeq 6000 | female       | 13                |
| SSHP004            | unaffected | Shetland Sheepdog | PRJNA685036 | SAMN17192113 | SRR13339203   | Illumina NovaSeq 6000 | male         | 15.3              |
| SSHP005            | unaffected | Shetland Sheepdog | PRJNA685036 | SAMN17192114 | SRR13339202   | Illumina NovaSeq 6000 | female       | 11.1              |
| SSHP006            | unaffected | Shetland Sheepdog | PRJNA685036 | SAMN17192115 | SRR13339201   | Illumina NovaSeq 6000 | male         | 11.4              |
| SSHP007            | affected   | Shetland Sheepdog | PRJNA685036 | SAMN17192116 | SRR13339200   | Illumina NovaSeq 6000 | female       | 9                 |
| SSHP008            | affected   | Shetland Sheepdog | PRJNA685036 | SAMN17192117 | SRR13339199   | Illumina NovaSeq 6000 | female       | 7.8               |
| SSHP009            | affected   | Shetland Sheepdog | PRJNA685036 | SAMN17192118 | SRR13339198   | Illumina NovaSeq 6000 | not reported | 10.8              |
| SSHP010            | affected   | Shetland Sheepdog | PRJNA685036 | SAMN17192119 | SRR13339197   | Illumina NovaSeq 6000 | female       | 8.5               |
| SSHP011            | affected   | Shetland Sheepdog | PRJNA685036 | SAMN17192120 | SRR13339195   | Illumina NovaSeq 6000 | male         | 9.4               |

Supplementary Table 2. Associated SNPs spanning the chr13 locus including putative functional relevance.

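Supplementary Table 2 lists a variant per line with its effect on a transcript, the genes a human enhancer at the site is linked to, ticks for the human enhancer and for each canine histone modification, and the allele's frequency in dogs and in wolves. The heading stands only over its first part in the text used here, so in the rest the ticks were assigned to the human enhancer, H3K4me1, H3K27ac and H3K4me3 by their order before the frequencies. Among the legible variants, the table's ticks number 17 for H3K4me1, 19 for H3K4me3 and 17 for H3K27ac. The peak lists placed 27 of the same variants in shared H3K4me1 regions, 34 in shared H3K4me3 regions and 19 in shared H3K27ac regions. All 33 variants that carry a tick for a histone modification lay in the shared regions ticked for them. A pair of variants without such a tick, at 43814824 and 43831167, also lay in shared regions. The table ticks H3K4me3 alone for 16 variants, and 10 of those lay in a shared H3K4me1 region as well. None of the 16 was in a shared H3K27ac region, although 14 of them had H3K27ac peaks in both cell lines that fell short of the 50% rule. Counting a peak in either cell line moved the numbers most, to 43 variants for H3K4me1 and 38 for H3K27ac.

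**Figure D3:**
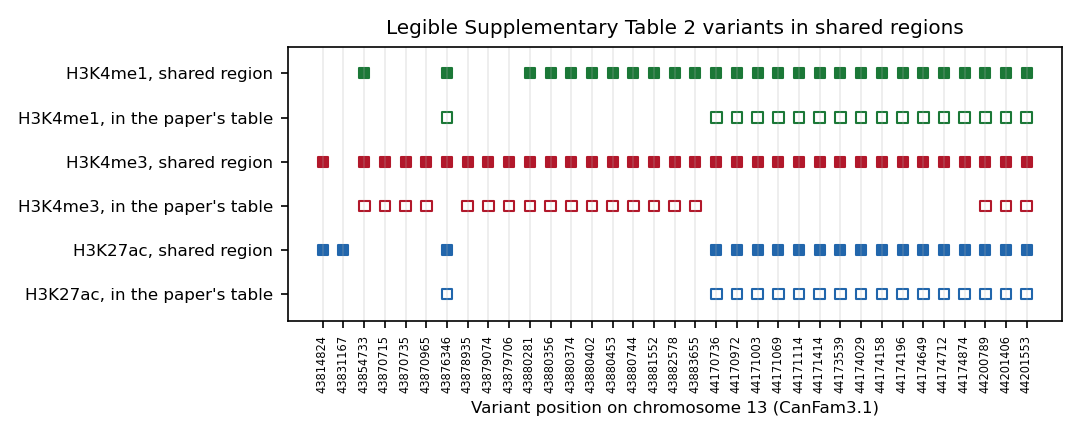
The 35 legible Supplementary Table 2 variants that lie in at least 1 shared region, in order of their position on chromosome 13 (CanFam3.1). Filled squares show the shared regions derived from the peak lists and open squares the paper's ticks, for H3K4me1, H3K4me3 and H3K27ac from top to bottom, and no open square stands without its filled partner.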

|          |            |                                   |                                                                          |   |  |  |   |  |   |   |   |   |       |       |
|----------|------------|-----------------------------------|--------------------------------------------------------------------------|---|--|--|---|--|---|---|---|---|-------|-------|
| 43870735 |            |                                   |                                                                          |   |  |  |   |  |   |   |   | ✓ | 0.792 | 0     |
| 43870965 |            |                                   |                                                                          |   |  |  |   |  |   |   |   | ✓ | 0.846 | 0.221 |
| 43876346 |            |                                   | NIPAL1, CNGA1,NFXL1                                                      |   |  |  |   |  | ✓ | ✓ | ✓ |   | 0.99  | 1     |
| 43878935 |            |                                   |                                                                          |   |  |  |   |  |   |   |   | ✓ | 0.356 | 0.783 |
| 43879074 |            |                                   |                                                                          |   |  |  |   |  |   |   |   | ✓ | 0.326 | 0.544 |
| 43879706 |            |                                   |                                                                          |   |  |  |   |  |   |   |   | ✓ | 0.371 | 0.912 |
| 43880281 |            |                                   |                                                                          |   |  |  |   |  |   |   |   | ✓ | 0.207 | 0.56  |
| 43880356 |            |                                   |                                                                          |   |  |  |   |  |   |   |   | ✓ | 0.224 | 0.99  |
| 43880374 |            |                                   |                                                                          |   |  |  |   |  |   |   |   | ✓ | 0.362 | 0.99  |
| 43880402 |            |                                   |                                                                          |   |  |  |   |  |   |   |   | ✓ | 0.367 | 0.99  |
| 43880453 |            |                                   |                                                                          |   |  |  |   |  |   |   |   | ✓ | 0.367 | 0.981 |
| 43880744 |            |                                   |                                                                          |   |  |  |   |  |   |   |   | ✓ | 0.184 | 0.186 |
| 43881552 |            |                                   |                                                                          |   |  |  |   |  |   |   |   | ✓ | 0.013 | 0     |
| 43882578 |            |                                   |                                                                          |   |  |  |   |  |   |   |   | ✓ | 0.987 | 1     |
| 43883655 |            |                                   |                                                                          |   |  |  |   |  |   |   |   | ✓ | 0.184 | 0.157 |
| 43897196 | missense   | NIPAL1                            |                                                                          | ✓ |  |  |   |  |   |   |   |   | 0     | 0     |
| 44170736 |            |                                   | SLAIN2,TEC,SLC10A4                                                       |   |  |  |   |  | ✓ | ✓ | ✓ |   | 0.544 | 0.403 |
| 44170972 |            |                                   | NIPAL1,NFXL1,SLAIN2,COM<br>MD8,TEC,ZAR1,TKK,OCIAD<br>2                   |   |  |  |   |  | ✓ | ✓ | ✓ |   | 0.049 | 0     |
| 44171003 |            |                                   | NIPAL1,NFXL1,SLAIN2,COM<br>MD8,TEC,ZAR1,TKK,OCIAD<br>2,CORIN,CWH43       |   |  |  |   |  | ✓ | ✓ | ✓ |   | 0.537 | 0.412 |
| 44171069 |            |                                   | NIPAL1,NFXL1,SLAIN2,COM<br>MD8,TEC,ZAR1,TKK,OCIAD<br>2,CORIN,CWH43       |   |  |  |   |  | ✓ | ✓ | ✓ |   | 0.534 | 0.51  |
| 44171114 |            |                                   | NIPAL1,NFXL1,SLAIN2,COM<br>MD8,TEC,ZAR1,TKK,OCIAD<br>2,CORIN,CWH43       |   |  |  |   |  | ✓ | ✓ | ✓ |   | 0.981 | 0.98  |
| 44171414 |            |                                   | SLAIN2,SLC10A4,TEC,ZAR1<br>,CORIN,NFXL1,NIPAL1,OCI<br>AD2,TKK,           |   |  |  |   |  | ✓ | ✓ | ✓ |   | 0.652 | 0.465 |
| 44173539 |            |                                   | CORIN,NIPAL1,TEC,SLAIN2,<br>SLC10A4,ZAR1,OCIAD1,GA<br>BRA2,COMMD8,ATP10D |   |  |  |   |  | ✓ | ✓ | ✓ |   | 0.894 | 0.985 |
| 44174029 |            |                                   | SLAIN2,TEC,NIPAL1                                                        |   |  |  |   |  | ✓ | ✓ | ✓ |   | 0.446 | 0.311 |
| 44174158 |            |                                   | SLAIN2                                                                   |   |  |  |   |  | ✓ | ✓ | ✓ |   | 0.44  | 0.319 |
| 44174196 |            |                                   | SLAIN2                                                                   |   |  |  |   |  | ✓ | ✓ | ✓ |   | 0.625 | 0.966 |
| 44174649 |            |                                   | SLAIN2                                                                   |   |  |  |   |  | ✓ | ✓ | ✓ |   | 0.263 | 0.146 |
| 44174712 |            |                                   | SLAIN2                                                                   |   |  |  |   |  | ✓ | ✓ | ✓ |   | 0.441 | 0.32  |
| 44174874 |            |                                   | SLAIN2                                                                   |   |  |  |   |  | ✓ | ✓ | ✓ |   | 0.443 | 0.301 |
| 44200789 |            |                                   | canine only                                                              |   |  |  |   |  |   | ✓ | ✓ | ✓ | 0.598 | 0.976 |
| 44201406 |            |                                   | canine only                                                              |   |  |  |   |  |   | ✓ | ✓ | ✓ | 0.537 | 0.833 |
| 44201553 |            |                                   | canine only                                                              |   |  |  |   |  |   | ✓ | ✓ | ✓ | 0.442 | 0.314 |
| 44208747 | synonymous | SLAIN2                            |                                                                          | ✓ |  |  |   |  |   |   |   |   | 0.443 | 0.305 |
| 44246553 | 3'UTR      | SLAIN2                            |                                                                          | ✓ |  |  |   |  |   |   |   |   | 0.601 | 0.99  |
| 44246894 | 3'UTR      | SLAIN2                            |                                                                          | ✓ |  |  |   |  |   |   |   |   | 0.309 | 0     |
| 44246991 | 3'UTR      | SLAIN2                            |                                                                          | ✓ |  |  |   |  |   |   |   |   | 0.302 | 0.272 |
| 44247002 | 3'UTR      | SLAIN2                            |                                                                          | ✓ |  |  |   |  |   |   |   |   | 0.303 | 0.272 |
| 44261521 |            | CFRNASEQ_IGNC_Single_00<br>029807 |                                                                          |   |  |  | ✓ |  |   |   |   |   | 0.687 | 0.733 |

[illegible]

[illegible]

Supplementary Table 3. Predicted transcription factor binding sites created by the G>A transition at chr13: 44170972 within a likely multi-gene enhancer element.

| TFbind ID | JASPAR ID | TF           | sense | site                       | avgTPM* | score    |
|-----------|-----------|--------------|-------|----------------------------|---------|----------|
|           | MA1137.1  | FOSL1::JUNB  | +     | CGATGAGAC <b>A</b> CGT     | 38      | 0.832969 |
|           | MA1137.1  | FOSL1::JUNB  | -     | ACG <b>T</b> GTCTCATCG     | 38      | 0.838318 |
|           | MA1142.1  | FOSL1::JUND  | +     | GATGAGAC <b>A</b> C        | 38      | 0.862818 |
|           | MA1132.1  | JUN::JUNB    | +     | GATGAGAC <b>A</b> C        | 165     | 0.854736 |
|           | MA0099.3  | FOS::JUN     | -     | <b>G</b> TGTCTCATC         | 165     | 0.887599 |
| M00174    |           | V\$AP1_Q6    | +     | GATGAGAC <b>A</b> CG       | 211     | 0.802181 |
| M00174    |           | V\$AP1_Q6    | -     | CG <b>T</b> GTCTCATC       | 211     | 0.783753 |
| M00199    |           | V\$AP1_C     | +     | ATGAGAC <b>A</b> C         | 211     | 0.821283 |
| M00199    |           | V\$AP1_C     | -     | <b>G</b> TGTCTCAT          | 211     | 0.880175 |
|           | MA1142.1  | FOSL1::JUND  | -     | CG <b>T</b> GTCTCAT        | 38      | 0.858544 |
| M00251    |           | V\$XBP1_01   | -     | CCTTAGTCG <b>T</b> GTCTCAT | 188     | 0.806838 |
| M00236    |           | V\$ARNT_01   | +     | TGAGAC <b>A</b> CGTCTAAGG  | 45      | 0.766628 |
|           | MA1566.1  | TBX3         | -     | GACG <b>T</b> GTCTC        | 23      | 0.913377 |
| M00119    |           | V\$MAX_01    | +     | GAGAC <b>A</b> CGTCTAAG    | 133     | 0.744371 |
| M00119    |           | V\$MAX_01    | -     | CTTAGACG <b>T</b> GTCTC    | 133     | 0.744371 |
| M00123    |           | V\$MYCMAX_02 | -     | TTAGACG <b>T</b> GTCT      | 91      | 0.795377 |
|           | MA0608.1  | Creb3l2      | +     | GAC <b>A</b> CGTCT         | 59      | 0.953104 |
|           | MA0649.1  | HEY2         | +     | GAC <b>A</b> CGTCTA        | 5       | 0.905384 |
| MA0259.1  |           | ARNT::HIF1A  | -     | AGACG <b>T</b> GT          | 45      | 0.951317 |
| M00217    |           | V\$USF_C     | +     | AC <b>A</b> CGTCT          | 347     | 0.803086 |
| M00217    |           | V\$USF_C     | -     | AGACG <b>T</b> GT          | 347     | 0.803086 |
|           | MA0608.1  | Creb3l2      | -     | TAGACG <b>T</b> GT         | 59      | 0.931579 |

\* avgTPM=average transcripts per million. For complexes, avgTPM is given for the gene with the lowest expression level. Average expression across all JUN/FOS family members is provided for AP1 binding sites (range 38-542).

Supplementary Table 4. Secondary associated regions and the genes encompassed by the same.

| NIPAL1 genotype                                                                                                                                                 | chr | position | P                     | region                  | size      | Protein Coding Genes                                                                                                                                                                                                                                                                                                                                                           |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------------|-----|----------|-----------------------|-------------------------|-----------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| AG                                                                                                                                                              | 1   | 83750779 | 1.36x10 <sup>-6</sup> | chr1:83750779-84390848  | 640,069   | ENSCAFG00000001773                                                                                                                                                                                                                                                                                                                                                             |
| AG                                                                                                                                                              | 4   | 87441098 | 4.52x10 <sup>-7</sup> | chr4:87440198-87540261  | 100,063   | FBXL7                                                                                                                                                                                                                                                                                                                                                                          |
| AG                                                                                                                                                              | 9   | 22495330 | 6.23x10 <sup>-7</sup> | chr9:22381987-23201516  | 819,529   | WIPF2, RAPGEFL1, CASC3, MSL1, NR1D1, THRA, MED24, CSF3, PSMD3, GSDMA, LRRC3C, ORMDL3, GSDMB, ZPBP2, IKZF3, GRB7, <b>ERBB2</b> , MIEN1, PGAP3, PNMT, ENSCAFG000000028772, STARD3, PPP1R1B, NEUROD2, CDK12, MED1, FBXL20, ENSCAFG000000016470, STAC2, RL19_CANFA, ARL5C                                                                                                          |
| GG                                                                                                                                                              | 21  | 33595359 | 1.67x10 <sup>-7</sup> | chr21:31405230-33951574 | 2,546,344 | OR5P2, OR10A6, ENSCAFG000000006866, ENSCAFG000000025199, NLRP10, EIF3F, TUB, RIC3, LMO1, STK33, TRIM66, RPL27A, ST5, AKIP1, C11orf16, ASCL3, TMEM9B, NRIP3, SCUBE2, TMEM41B, ENSCAFG000000007241, IPO7, ENSCAFG000000007332, ZNF143, <b>WEE1</b> , SWAP70, SBF2, ENSCAFG000000007532, ADML, AMPD3, ENSCAFG000000008138, ENSCAFG000000008290, AMPD3, RNF141, LYVE1, MRVI1, CTR9 |
| AA                                                                                                                                                              | 21  | 34085269 | 5.64x10 <sup>-7</sup> | chr21:33806003-34295586 | 489,583   | MRVI1, CTR9, EIF4G2, ZBED5_CANFA                                                                                                                                                                                                                                                                                                                                               |
| AA                                                                                                                                                              | 28  | 34513379 | 1.23x10 <sup>-9</sup> | chr28:34513379-34747318 | 233,939   | ENSCAFG000000032418                                                                                                                                                                                                                                                                                                                                                            |
| Positions giving in CanFam3.1. Genes extracted from the Broad improved annotation v1 Protein Coding Genes on the UCSC genome browser. Unknown proteins omitted. |     |          |                       |                         |           |                                                                                                                                                                                                                                                                                                                                                                                |

Supplementary Table 5. Predicted pathogenicity of conserved coding mutations.

|                                    |              |                   |                   |              |
|------------------------------------|--------------|-------------------|-------------------|--------------|
|                                    | 13:43897196  | 9:22775561        | 9:22775767        | 21:32843843  |
| <b>Pathogenicity</b>               |              |                   |                   |              |
| Gene                               | NIPAL1       | ERRB2             | ERRB2             | WEE1         |
| Type                               | germline     | somatic           | somatic           | somatic      |
| Amino Acid Change                  | Gly256Asp    | Asp277Tyr         | Asp251His         | Pro174Arg    |
| CADD                               | <b>26.9</b>  | <b>25.1</b>       | <b>29.6</b>       | <b>26.7</b>  |
| DANN                               | <b>0.998</b> | <b>0.939</b>      | <b>0.953</b>      | <b>0.997</b> |
| ClinPred                           | <b>0.998</b> | <b>0.766</b>      | <b>0.967</b>      | <b>0.996</b> |
| fathmmMKL                          | <b>0.993</b> | <b>0.927</b>      | <b>0.992</b>      | <b>0.953</b> |
| PhD-SNP                            | <b>0.997</b> | <b>0.846</b>      | <b>0.988</b>      | <b>0.988</b> |
| PROVEAN                            | <b>0.932</b> | 0.418             | <b>0.899</b>      | <b>0.924</b> |
| VEST                               | <b>0.912</b> | <b>0.688</b>      | <b>0.925</b>      | 0.32         |
| MutPred2                           | <b>0.85</b>  | <b>0.66</b>       | <b>0.697</b>      | 0.428        |
| PolyPhen2                          | <b>1</b>     | <b>0.988</b>      | <b>0.975</b>      | <b>1</b>     |
| <b>Cancer specific function</b>    |              |                   |                   |              |
| CScape                             | <b>0.768</b> | <b>0.802</b>      | <b>0.969</b>      | <b>0.841</b> |
| CHASMplus                          | 0.017        | 0.243             | 0.438             | 0.079        |
| (p-value)                          | (0.691)      | <b>(0.027)</b>    | <b>(7.96E-04)</b> | (0.255)      |
| CHASMplus<br>bladder cancer        | 0.06         | 0.452             | 0.36              | 0.039        |
| (p-value)                          | (0.234)      | <b>(4.91E-05)</b> | <b>(0.000303)</b> | (0.375)      |
|                                    |              |                   |                   |              |
| COSMIC count                       | 317          | 2966              | 2966              | 377          |
| COSMIC count<br>urinary tract only | 4            | 299               | 299               | 26           |

Significant predictions are bolded. The variant effect predictors DANN, ClinPred, fathmmMKL,

PhD-SNP, PROVEAN, VEST, MutPred2, and PolyPhen2 score each variant on a scale from 0-1

with scores >0.5 indicating likely damaging or pathogenic mutations. CADD scores are provided

on a phred scale with scores >20 in the top 1% of deleterious variation and >30 in the top 0.1%.

CScape uses a 0-1 scoring system to estimate oncogenic potential in mutations with 1 being most

likely. The significance of cancer driver scores by CHASMplus are adjusted based on the

frequency of the mutation therefore p-values are included with the score. COSMIC counts are all

mutations that have been reported within the gene in the COSMIC database.

# Supplementary material for: Genome-wide analyses reveals an association between invasive urothelial carcinoma in the Shetland sheepdog and NIPAL1
**Source:** NPJ Precis Oncol. 2024 May 22;8:112. doi: 10.1038/s41698-024-00591-0
**Supplement:** Supplementary file 2 — Reporting summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                               |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Genome Studio 2.0.4<br>BWA v.0.7.1<br>GATK 4.3.0.0                                                                                                                                                            |
| Data analysis   | pLINK v1.9<br>eigensoft v8.0.0<br>BEAGLE v4.1<br>Phylip v3.698<br>GEMMA v0.98<br>R v4.1<br>genpwr v1.0.4<br>Phase v2.1<br>samtools v.1.10<br>SNPeff v.5.2<br>VEP v.105<br>TFBind<br>AIModules<br>MACS2 v2.2.1 |

SICER2 v1.0.2  
openCRAVAT v2.4.2  
MutPred v.2.0  
PolyPhen v.2  
Sequencher v.5.4.6

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The datasets presented in this study can be found in public online repositories. Specifically: Illumina SNP chip data and ChIPseq data from cell lines has been submitted to the NCBI GEO database under accession GSE241367 and GSE254079 respectively. Whole tumor sequence is in the NCBI short read archive (SRA) under BioProject PRJNA1007700. Whole genome sequence can be found in the SRA under BioProjects PRJNA288568 and PRJNA685036. RNAseq was previously submitted to the SRA under BioProjects PRJNA559406 and PRJNA308949.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender This information has not been collected. Only animals were used in this study.

Reporting on race, ethnicity, or other socially relevant groupings This information has not been collected. Only animals were used in this study.

Population characteristics This information has not been collected. Only animals were used in this study.

Recruitment This information has not been collected. Only animals were used in this study.

Ethics oversight This information has not been collected. Only animals were used in this study.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size Sample size was determined based on previous studies showing that 100 animals is a sufficient sample size to find variants associated with traits within a single dog breed. We also performed power analysis to determine the likelihood of finding association with loci of moderate to strong effect using 100 samples. Power was sufficient to continue with the analysis with the knowledge that we may miss variants of low effect or low penetrance.

Data exclusions Samples were excluded from the analysis if they were determined to not be member of the breed included in the study.

Replication Sufficient samples were not available to replicate the association analysis therefore we used related breeds to confirm disease association at the primary locus and all-breed population data to check for the presence and frequency of the mutations identified.

Randomization Samples were collected as they presented in the clinic, from volunteers at dog competitions or from owners responding to advertisements. All

|               |                                                                                                                                                                                                                  |
|---------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Randomization | samples were included equally with filtering based only on the quality of the diagnosis and the relationships between individuals. We then corrected for population structure to remove any further confounders. |
| Blinding      | All samples are given a unique number when entering a study and all identifying information is removed. Only the data necessary to perform the analysis is retained.                                             |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                         |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | H3K4me1 rabbit polyclonal-AbCam, #ab8895<br>H3K4me3 rabbit polyclonal-AbCam, #ab8580<br>H3K27ac rabbit polyclonal AbCam #ab4729<br>IgG rabbit, AbCam #46540                                                                                                                                             |
| Validation      | According to the manufacturer these antibodies are designed for ChIPseq and have been tested suitable for ChIPseq and other immunoprecipitation experiments. The are predicted to work with all mammals, and have been used successfully in dogs (see Evans et al. 2021, PLOS Genetics 17(5): e1009543) |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                                                           |
|-------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | Cell lines were provided by the Knapp lab from the Werling Comparative Oncology Research Center at Purdue University, College of Veterinary Medicine.     |
| Authentication                                                    | Authentication methods and results are described in Dhawan et al. Urol Oncol. 2009 May-Jun;27(3):284-92                                                   |
| Mycoplasma contamination                                          | Because we used shared bio-safety cabinets, all cell lines are treated for Mycoplasma contamination prophylactically using Plasmocin (ant-mpt, Invivogen) |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | none                                                                                                                                                      |

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                   |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | The study did involve laboratory animals                                                                                                                                                                          |
| Wild animals            | The study did not involve wild animals.                                                                                                                                                                           |
| Reporting on sex        | Cases and controls in the association study were matched for sex.                                                                                                                                                 |
| Field-collected samples | Field collected samples were obtained at dog competition events. These were day trips, no housing was required and samples were kept at room temperature then transferred to 4 degree C. cooler until extraction. |
| Ethics oversight        | Sample collection was performed following Animal Care and Use protocols associated with the collecting institutions (NIH Protocol GFS-05-1 and Purdue Protocol 1111000169).                                       |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

Seed stocks

NA

Novel plant genotypes

NA

Authentication

NA

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links

*May remain private before publication.*

Data has been submitted to GEO under accession number GSE254079.

Files in database submission

K9TCC\_Ab\_Input\_1.fastq  
 K9TCC\_Ab\_Input\_2.fastq  
 K9TCC\_Ab\_H3K4me1\_1.fastq  
 K9TCC\_Ab\_H3K4me1\_2.fastq  
 K9TCC\_Ab\_H3K4me3\_1.fastq  
 K9TCC\_Ab\_H3K4me3\_2.fastq  
 K9TCC\_Ab\_H3K27ac\_1.fastq  
 K9TCC\_Ab\_H3K27ac\_2.fastq  
 K9TCC\_Mx\_Input\_1.fastq  
 K9TCC\_Mx\_Input\_2.fastq  
 K9TCC\_Mx\_H3K4me1\_1.fastq  
 K9TCC\_Mx\_H3K4me1\_2.fastq  
 K9TCC\_Mx\_H3K4me3\_1.fastq  
 K9TCC\_Mx\_H3K4me3\_2.fastq  
 K9TCC\_Mx\_H3K27ac\_1.fastq  
 K9TCC\_Mx\_H3K27ac\_2.fastq  
 K9TCC\_Ab\_H3K4me1\_peaks.narrowPeak  
 K9TCC\_Ab\_H3K4me3\_peaks.narrowPeak  
 K9TCC\_Ab\_H3K27ac\_peaks.narrowPeak  
 K9TCC\_Mx\_H3K4me1\_peaks.narrowPeak  
 K9TCC\_Mx\_H3K4me3\_peaks.narrowPeak  
 K9TCC\_Mx\_H3K27ac\_peaks.narrowPeak  
 K9TCC\_Ab\_H3K4me1\_islandfiltered-normalized.wig  
 K9TCC\_Ab\_H3K4me3\_islandfiltered-normalized.wig  
 K9TCC\_Ab\_H3K27ac\_islandfiltered-normalized.wig  
 K9TCC\_Mx\_H3K4me1\_islandfiltered-normalized.wig  
 K9TCC\_Mx\_H3K4me3\_islandfiltered-normalized.wig  
 K9TCC\_Mx\_H3K27ac\_islandfiltered-normalized.wig

Genome browser session  
(e.g. [UCSC](#))[https://genome.ucsc.edu/s/hgparker/Chip\\_iUC](https://genome.ucsc.edu/s/hgparker/Chip_iUC)

### Methodology

Replicates

No replicates were performed thus peaks locations were compared between two independent samples and two calling methods.

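How far the peak positions of K9TCC_Ab and K9TCC_Mx coincide was described with 100 circular shifts, in which the peaks of a library were moved along each chromosome by a random distance of at least 1 Mb. After shifting, an average of 2243 H3K4me1 regions (range 2093 to 2383), 333 H3K4me3 regions (range 276 to 393) and 1213 H3K27ac regions (range 1138 to 1309) still met the 50% rule. The observed numbers on the same chromosomes were 24.8, 70.9 and 27.2 times these averages. A peak of K9TCC_Mx touched 74.3% of the H3K4me1 peaks, 77.1% of the H3K4me3 peaks and 68.2% of the H3K27ac peaks of K9TCC_Ab. These shifts describe 1 pair of libraries per modification, and variation between cultures of the same cell line was not measured.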

Sequencing depth

library, reads, mapped reads (unique), read size, paired or single  
 K9TCC-Mx\_input, 55709098, 55338295, 101, paired  
 K9TCC-Mx\_H3K4me3, 59734738, 58192728, 101, paired  
 K9TCC-Mx\_H3K27ac, 52779686, 52179405, 101, paired  
 K9TCC-Mx\_H3K4me1, 57695670, 56863983, 101, paired  
 K9TCC-Ab\_H3K4me1, 52358842, 51648408, 101, paired  
 K9TCC-Ab\_input, 54402606, 54052522, 101, paired  
 K9TCC-Ab\_H3K27ac, 50909450, 50421283, 101, paired  
 K9TCC-Ab\_H3K4me3, 51204598, 50038402, 101, paired

|                         |                                                                                                                                                                                                    |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies              | H3K4me1 rabbit polyclonal-AbCam, #ab8895<br>H3K4me3 rabbit polyclonal-AbCam, #ab8580<br>H3K27ac rabbit polyclonal AbCam #ab4729                                                                    |
| Peak calling parameters | sicer -t sample.bed -c input.bed -s cf31 -w 200 -g 200 -rt 1 -egf 0.74 -fdr 0.01<br>macs2 -t sample.bam -c input.bam -f BAM -g 2.5e+9 -B --verbose 3 -n sample_markers --outdir /data/             |
| Data quality            | Only peaks with an FDR <=1% were retained in the analysis                                                                                                                                          |
| Software                | Reads were aligned to the CanFam3.1 reference sequence using BWA-MEM and sorted with samtools.<br>Peaks were called using SICER2 and Macs2. Bedtools was used to convert .bam files to .bed files. |

How the deposited data were processed for this re-analysis (not part of the article)

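ChIP-seq of H3K4me1, H3K4me3 and H3K27ac in the canine iUC cell lines K9TCC_Ab and K9TCC_Mx was analysed from the peak lists of 6 libraries, 1 for each cell line and modification. The 2 input libraries have no peak list and entered only through the authors' peak calling. As the paper describes, the authors aligned paired reads to CanFam3.1 with BWA-MEM, filtered the alignments, and called peaks in each library against the input of its cell line with MACS2. The Reporting Summary gives the input format as BAM and the genome size as 2.5e+9. In the deposited lists, the fold is a linear ratio of reads at the summit to the local background of the input. The −log10 p-values and −log10 q-values in the deposited lists come from the Poisson model of the caller, and the deposited score is derived from the q-value and was not used. Alignment and filtering were not repeated.

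From the lists, peaks with a −log10 q-value of at least 2 were kept, which is the 1% FDR the authors report. Positions were converted to count from 1. Peaks of the same modification in both cell lines were paired where each covered at least 50% of the other, and the bases covered by both were kept as the shared region. Active enhancers were the overlaps of at least 1 bp between shared H3K4me1 and shared H3K27ac regions. The paper's text does not spell out how its active enhancers were built from the modifications, and this rule follows the tracks of Fig. 3 and the columns of Supplementary Table 2. The paper also required a call by SICER2, with windows and gaps of 200 bp, and those calls are not used here. The list of human enhancers is not used here either, except through the ticks of Supplementary Table 2, of which 87 variants could be read. Circular shifts of the peaks (100, seed 7) served as a description of overlap by chance. Coverage by H3K27ac was measured in windows of 100 kb and ranked among 23219 such windows. Windows of 1 Mb with at least 10 peaks of the 3 modifications in a cell line and none in the other were listed. The ratio of peak counts between the cell lines was computed for each of the 39 chromosomes relative to the whole genome.

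The reads at each summit and the background rate were solved from the deposited fold, taken as reads plus 1 over background plus 1, and the deposited −log10 p-value, taken as the Poisson probability of more reads than observed. A background over the library's median was then summarised by chromosome, and by window of 1 Mb with at least 5 peaks of each modification. The lowest background that MACS2 allows was 0.640 to 0.766 of the median, so a lower copy number than that cannot appear in it. The peaks of the 3 modifications in a cell line share 1 input library, so their backgrounds are not independent.

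Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures used matplotlib 3.10.9. The overlaps were checked against bedtools 2.31.1, which gave the same counts for all 3 modifications. On simulated data, all 2000 planted pairs with more than 50% overlap and none of 1500 pairs with less were found, and planted reads and background were recovered for all of 5000 peaks. With 1 library for each cell line and modification there is no estimate of the spread between replicates, and no p-value was computed. Depth was similar across libraries by the paper's counts, and the reads at a summit give the counting precision of a single peak.

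Alternatives were set in advance for the q-value threshold, the minimum fold, the overlap rule, merging of nearby peaks, the extent of a shared region, the treatment of H3K4me3, the use of a single cell line, and the window sizes. Joining regions at most 5 kb apart was added after the data were seen, and so was the whole analysis of the background. The sites and genes named were fixed in advance as the 2 putative causative variants, the Supplementary Table 2 variants with a histone mark, the genes the paper names in the core haplotype, ERBB2, WEE1 and FBXL7, up to 5 windows in each direction with the most peaks in a single cell line, and the 3 chromosomes with the highest and the 3 with the lowest ratio of peak counts. Windows and chromosomes named for their background were chosen after their values were seen. Distances to annotated transcription starts were not computed, because an annotation of CanFam3.1 is not used here, and gene positions relative to the peaks come from the paper. Genotypes of the cell lines at the variants, the genotyping of dogs and the tumor sequences are not analysed here.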

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

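The tests of the calling threshold and of extra copies were chosen only after the results were seen, while the test for loss of sequence was set beforehand.

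Among 2340 windows of 1 Mb, 4 held at least 10 peaks of the 3 modifications in K9TCC_Mx and none in K9TCC_Ab, and 1 held at least 10 peaks in K9TCC_Ab and none in K9TCC_Mx. These positions lie outside the regions the paper discusses. In the Mb of chromosome 38 that ends at 8000000, K9TCC_Mx had 34 peaks (19 of H3K4me1, 5 of H3K4me3 and 10 of H3K27ac). On chromosome 22, from 19000001 to 20000000, it had 31 peaks. Chromosome 13 from 12000001 to 13000000 and chromosome X from 97000001 to 98000000 had 10 peaks each, and chromosome X from 63000001 to 64000000 had 10 peaks of K9TCC_Ab.

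Weak peaks that only just passed the threshold could give such windows by chance. By fold the window on chromosome 38 looked weak, with a median percentile of 4.82 in its libraries, but the threshold is set on the q-value, and just 5.88% of its peaks were in the lowest 10% of their library by −log10 q. The test of this window by fold came first and went with the explanation, and it was replaced by the test on q-values after its result was seen. In the other 4 windows together the share was 4.92%, against which a threshold effect would need 50% or more. A first test by fold over all 95 peaks of the 5 windows gave a median percentile of 32.3 and decided nothing.

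For the window on chromosome 38, extra copies of the sequence in K9TCC_Mx are a candidate explanation. The background expected from the input at its peaks was 4.50, 5.51 and 4.93 times the library median for H3K4me1, H3K4me3 and H3K27ac, so the lowest of the 3 was 4.50. The same input serves all 3 lists, so this rests on 1 input library. Repeated sequence in the reference was not excluded, because without peaks K9TCC_Ab has no background there to compare. Extra copies in K9TCC_Mx leave open why K9TCC_Ab has no peak in the window.

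Loss of the sequence from the cell line without peaks may also produce an empty window. The empty stretches around the 5 windows ran from 1526 kb on chromosome 38 to 4030 kb on chromosome X, without a single peak of any modification in the other cell line. A silent domain and a deletion cannot be told apart from this, because a stretch without peaks has no background to solve, and no biological explanation was tested.

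The base at chr21:32843843, where the paper reports a somatic change in WEE1 in a canine tumor, lay under an H3K4me3 peak in 2 of the 2 cell lines, which the paper does not report. The K9TCC_Ab peak ran from 32843823 to 32848293 with a fold of 46.6 (147 reads at the summit), and the K9TCC_Mx peak from 32843779 to 32847350 with a fold of 76.9 (249 reads). No H3K27ac peak covered the base, but the nearest began 146 bp away in K9TCC_Ab and 95 bp away in K9TCC_Mx. The site lies 20 bases inside the left edge of the K9TCC_Ab peak. No technical or biological explanation was tested, and neither ERBB2 site of the paper, at chr9:22775561 and chr9:22775767, lay in a peak of any library.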

How the results depend on the processing

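Joining regions at most 5 kb apart was chosen only after the results were seen, and all other alternatives were set before the data were examined. Of 198 alternative values for 39 results, 121 stayed close to the main value, 77 moved further, and 0 reversed a direction that all 3 modifications share. Close meant within 1.5 times a main count or within the 95% binomial interval of a main share or percentile. For ratios between chromosomes, it meant within the range over the 3 modifications. Only such ratios could be called reversed, so the 0 says nothing about counts and shares. The binomial intervals treated the 1257799 bases of the core haplotype, the 27341 active enhancers or the 23219 windows as independent. Neighbouring bases are not independent, so small shifts in a share count as moved. No paired analysis was possible because each cell line and modification has 1 library. The distance of peaks to annotated transcription starts was not run, since an annotation of CanFam3.1 is not used here.

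A peak lay over chr13:44170972 in 6 libraries and over chr13:43897196 in 3 under all 4 alternatives tried for each, which were all peaks as deposited, a stricter q-value, and a peak near the base in place of over it, at either of the distances set. Only the stricter q-value could have lowered these numbers. The number of Supplementary Table 2 variants in shared H3K4me3 regions stayed between 30 and 34 over its 5 alternatives. Taking all peaks as deposited, or the stricter q-value, moved none of the counts of peaks, shared regions or active enhancers by more than 1.5 times. The values below moved further, and the cause was not tested unless it is stated.

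The overlap rule had the widest effect, by construction. With at least 1 bp, shared regions rose to 101189 (H3K4me1), 35733 (H3K4me3) and 70461 (H3K27ac) in the genome and to 141, 63 and 112 in the span of Fig. 3. Active enhancers then numbered 68081 in the genome, 105 in the span of Fig. 3 and 84 in the core haplotype, covering 6.91% of it, 38.5% of all active enhancers overlapped shared H3K4me3, and 33 Supplementary Table 2 variants lay in shared H3K27ac regions. With at least 50% of either peak, there were 92848 H3K4me1 and 65562 H3K27ac regions, and 133, 56 and 107 in the span of Fig. 3. At a reciprocal 25%, H3K27ac regions numbered 50184, with 75 in that span. At 75% the numbers fell to 29677, 14663 and 17232, with 43, 16 and 21 in the span.

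Merging peaks at most 1 kb apart gave 15026 H3K4me3 and 20853 H3K27ac regions, with 21 and 28 in the span of Fig. 3. Merging at 200 bp gave 2.91% of the core haplotype and an H3K4me3 overlap of 50.0% of active enhancers. Joining regions at most 5 kb apart left 47 H3K4me1 and 19 H3K4me3 regions in the span. With the union of both peaks as the shared region, active enhancers covered 4.46% of the haplotype and 51.2% overlapped H3K4me3.

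Requiring H3K4me1 and H3K27ac to overlap by a reciprocal 50% gave 15190 active enhancers, 3.05% of the haplotype and an H3K4me3 overlap of 48.0%. Leaving out regions that overlap shared H3K4me3 gave 13945 in the genome, 17 in the span of Fig. 3, 11 in the core haplotype and 1.09% of its bases, and it is the setting under which no active enhancer covers chr13:44170972. K9TCC_Ab alone gave 86257, 128 and 106 active enhancers, 9.17% of the haplotype and an H3K4me3 overlap of 37.4%, and K9TCC_Mx alone gave 81746, 118 and 88, 11.2% and 44.5%. Counting a peak in either cell line placed 43 Supplementary Table 2 variants in H3K4me1 and 38 in H3K27ac.

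A minimum fold of 5 left 77105 H3K4me1 and 44580 H3K27ac peaks in K9TCC_Ab and 73772 and 44132 in K9TCC_Mx. Windows of 50 kb put the H3K27ac coverage around chr13:43897196 at percentile 97.6 in K9TCC_Ab and 99.6 in K9TCC_Mx, and that around chr13:44170972 at 85.0 and 81.5. Windows of 200 kb put the first at 99.5 in K9TCC_Mx and the second at 92.9 and 88.7. Weighting by fold put the first at 98.8 in K9TCC_Ab and the second at 89.2 and 79.1. With smaller windows, 6 had peaks in K9TCC_Ab alone and 9 in K9TCC_Mx alone, and with at least 20 peaks 0 and 2 did. Counting bases under peaks moved the highest chromosome ratio to 1.21 and the lowest to 0.867, and 3 single chromosomes with them. It also took chromosome 36, where the modifications go both ways, from 0.915 to 1.09, across 1.

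Depth limits these results in a single way that can be measured. A peak of median height rests on 18 to 26 reads, so a peak missing from a cell line is not evidence that the modification is absent there.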

Differences from the paper's values

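The joining of regions at most 5 kb apart was chosen only after the values were seen.

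In Fig. 3, read by eye, the paper draws about 15 active enhancers, about 20 H3K27ac regions and about 14 H3K4me3 regions, and the peak lists gave 33, 43 and 34. The paper also required a call by SICER2, which is not used here under any setting. That filter could by itself make the paper's numbers lower, in Fig. 3 and in Supplementary Table 2. A setting that comes near the paper's number therefore does not show what caused the gap. For the active enhancers, 2 of the alternatives set before the data were examined came within 1.5 times the number in Fig. 3. Requiring H3K4me1 and H3K27ac to overlap by a reciprocal 50% gave 22, and leaving out regions that overlap shared H3K4me3 gave 17, a setting under which chr13:44170972 is no longer in an active enhancer. The others did not close the gap, with 33 for all peaks as deposited, 32 at a stricter q-value, 29 with peaks merged at 200 bp, 34 with the union of the peaks, 105 with an overlap of 1 bp, and 128 and 118 for K9TCC_Ab and K9TCC_Mx alone. Joining regions at most 5 kb apart, chosen after seeing the values, gave 29 and did not close it either.

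For H3K27ac, a reciprocal overlap of at least 75% gave 21 and merging at 1 kb gave 28, both within 1.5 times the number in Fig. 3, while the other alternatives gave 36 to 112 and the joining of regions, chosen after seeing the values, gave 33. For H3K4me3, the same settings gave 16 and 21, the other alternatives set beforehand gave 27 to 63, and the joining of regions, chosen after seeing the values, gave 19, which also closes the gap.

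Over the legible variants of Supplementary Table 2, the paper ticks 17 for H3K4me1 and 19 for H3K4me3, and 27 and 34 lay in shared regions here. None of the alternatives tried for these counts, all set before the data were examined, closed these gaps. They gave 27 to 43 variants for H3K4me1 and 30 to 34 for H3K4me3. A reciprocal overlap of at least 75% and merging at 1 kb, which closed the gaps for H3K27ac and H3K4me3 in Fig. 3, were not tried on these counts. Whether they would close these gaps too is therefore open, and so is how much of the gaps the SICER2 filter accounts for. Of the 14 legible variants that the paper ticks for a human enhancer, H3K4me1 and H3K27ac, it ticks 0 for H3K4me3. All 14 lay in shared H3K4me3 regions here under every alternative that was tried for this count. Of these alternatives, only the merging of nearby peaks could have lowered the count.

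The track of filtered promoters in Fig. 3 shows no region at chr13:44170972, where both cell lines have an H3K4me3 peak and the shared region runs from 44170692 to 44171734.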

Other observations

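The tests of the H3K4me3 antibody, of general pile-up of reads, of the SLAIN2 promoter, of split or missing K9TCC_Ab peaks at the NIPAL1 site, of weak peaks by chromosome, of shared windows and of neighbouring windows were chosen only after the results were seen. The circular shifts, the shuffled windows, the rank within chromosome 13 and the other tests on chromosome ratios were set before their results were seen.

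At the enhancer variant chr13:44170972, the highest fold in both cell lines was that of H3K4me3, which Supplementary Table 2 does not tick. Cross-reaction of that antibody with H3K4me1 would make the H3K4me3 fold rise with the H3K4me1 fold. Over the H3K4me1 peaks that overlap an H3K4me3 peak, the folds were hardly related, at a Spearman rho of 0.0706 in K9TCC_Ab and 0.0910 in K9TCC_Mx. This argues against it as the main source of H3K4me3 over these peaks as a set. Only peaks with a called H3K4me3 peak entered, and opposite relations in different peaks could cancel. Cross-reaction at a part of the peaks, or at the variant, is therefore not decided. Earlier tests, on the share of H3K4me1 peaks of like fold that overlap an H3K4me3 peak (47.4% in K9TCC_Ab and 73.0% in K9TCC_Mx) and on the share that overlap one as high as at the variant, decided nothing, the last because peaks that high are few. A site where every immunoprecipitation piles up reads is argued against as the whole source of the H3K4me3 peak. For each mapped read, H3K4me3 had 2.44 times the summit reads of H3K27ac in K9TCC_Ab and 3.61 times in K9TCC_Mx, and 4.42 times those of H3K4me1 in both. A test on the ranks of the 6 peaks came first and decided nothing. It also stays open that the variant may lie on the upstream side of the SLAIN2 promoter. The start of SLAIN2 at the paper's distance falls between the 2 shared H3K4me3 regions, 498 bp from the one over the variant and 660 bp from the next. The paper's table has the 3′ UTR of the gene at higher positions, which sets its direction. The promoter reading is a hypothesis found and tested on the same data, and whether the region also acts on other genes was not tested.

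The overlap with H3K4me3 is not special to this locus. In the genome 49.0% of active enhancers overlapped a shared H3K4me3 region, against at most 2.70% in 100 circular shifts, so chance overlap of widespread regions is argued against. Whether these are promoters was not tested.

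The missense variant chr13:43897196 in NIPAL1 lay in peaks of 3 libraries. It was covered by H3K4me1 peaks in both cell lines, from 43897066 to 43897958 in K9TCC_Ab and from 43896818 to 43907283 in K9TCC_Mx, whose widths differ too much for a reciprocal 50%. An H3K27ac peak of 10070 bp, from 43896949 to 43907018, covered it in K9TCC_Mx, and none covered it in K9TCC_Ab. The fold of 20.3 and the 161 reads of that peak belong to its summit at 43902701, which is 5505 bp from the site. In K9TCC_Ab, peaks at most 1 kb apart joined into a region of 10082 bp from 43898256 to 43908337, whose near edge is 1060 bp from the site. A region split by the caller cannot be told apart from a shorter one, because the K9TCC_Mx peak starts 247 bp from the site and leaves little room for a K9TCC_Ab peak on that side, and earlier tests on joined peaks and on the stretch without peaks decided nothing either. A lower yield stays open too, as K9TCC_Ab had 1.10 times as many H3K27ac peaks as K9TCC_Mx but 112 against 129 Mb under them and the lower median fold. The 100 kb around the site were among the most covered by H3K27ac in the genome, at 43.1% of bases (percentile 99.1) in K9TCC_Ab and 66.8% (percentile 99.7) in K9TCC_Mx. The 100 kb around the enhancer variant ranked at percentile 91.7 and 83.9. Extra copies of chromosome 13 in K9TCC_Mx would lift other windows of that chromosome too. Among the 632 windows of its own chromosome, the NIPAL1 window ranked at percentile 98.9 in K9TCC_Mx and at 98.9 in K9TCC_Ab. Because the rank is the same in both cell lines, it cannot show whether extra copies contribute to the higher coverage in K9TCC_Mx. A difference between the tumors of origin stays open as untested, and so does the genotype of the cell lines.

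The background solved from the peaks is a readout of the input libraries, which the paper does not analyse. In K9TCC_Mx, its median over the peaks of a chromosome was highest on chromosome 13, at 1.69 to 1.83 times the library median over the 3 modifications, on chromosome 36, at 1.72 to 2.22, and on chromosome 38, at up to 1.62. In K9TCC_Ab, the same chromosomes had 1.15 to 1.23, 0.917 to 0.942 and 1.23 to 1.25, and the highest was chromosome 30, at 1.36 to 1.47. Within the core haplotype the background was 1.94 to 2.01 times the median in K9TCC_Mx and 1.25 to 1.37 times in K9TCC_Ab. In windows of 1 Mb, 53 of 1706 in K9TCC_Mx and 15 of 1683 in K9TCC_Ab had at least 1.5 times the median in all 3 modifications. Of those in K9TCC_Mx, 27 were among the 40 windows tested on chromosome 13, 10 were on chromosome 36 and 7 each were on chromosomes 38 and 7. The K9TCC_Ab windows included 12 on chromosome 9. Ranked by the lowest of its 3 values, the highest window was on chromosome 36 from 19000001 to 20000000 in K9TCC_Mx, at 22.9 to 27.6 times the median.

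Repeated or poorly assembled sequence would raise the same windows in both cell lines, but of the 15 K9TCC_Ab windows, all tested in K9TCC_Mx, and the 48 K9TCC_Mx windows that were also tested in K9TCC_Ab, 0 were high in both. Those 48 had a median of 1.12 times in K9TCC_Ab by the lowest of the 3 modifications, and 1.47 at most. The other 5 K9TCC_Mx windows had too few K9TCC_Ab peaks, so for them repeated sequence cannot be told apart from extra copies. For chance among windows with few peaks, 20 shufflings of the peaks gave at most 0 such windows, but this does not decide it. The 3 modifications share 1 input, and neighbouring peaks may share its local background, which shuffling does not keep. Extra copies of stretches of chromosome would put the windows side by side, and 60.0% of them in K9TCC_Ab and 75.5% in K9TCC_Mx had a neighbour in the set. A hypothesis that remains is that K9TCC_Mx carries extra copies of much of chromosome 13, including the paper's locus, and of parts of chromosomes 36, 38 and 7, and K9TCC_Ab of parts of chromosome 9. It rests on 1 input library for each cell line, and the number of copies was not estimated. Effects on gene expression were not tested.

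Peak counts by chromosome, as the ratio of K9TCC_Mx to K9TCC_Ab relative to the genome, ran from 0.908 on chromosome 30, 0.912 on chromosome 25 and 0.915 on chromosome 36 to 1.09 on chromosome 38, 1.10 on chromosome 3 and 1.10 on chromosome 13. All 3 modifications were above 1 on 7 chromosomes and below 1 on 12. Weak peaks missed at lower depth stay open as a contribution. The ratios among the peaks below the median fold of their library were set against those among the other peaks (Spearman rho 0.607 across chromosomes), but the fold depends on the background, so the split itself changes with the number of copies and decides nothing. An earlier test of the stronger peaks against all peaks, of which they are a part, decided nothing either. Differences between single libraries may contribute, as the order of chromosomes was shared only in part between modifications (median rho 0.479). The ratio of peak counts rose with the ratio of backgrounds at a rho of 0.427, between the values set for and against copy number as the cause, so these explanations cannot be told apart. Chromosome 36 shows why, with a high background in K9TCC_Mx and relatively few H3K4me1 peaks (0.847) but more H3K4me3 peaks (1.15).

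The density of active enhancers differed widely among the additional loci of the paper. It was 54.9 per Mb (45 active enhancers) in the locus on chromosome 9 that holds ERBB2. The loci on chromosome 21 had 26.3 and 22.5 per Mb (67 and 11 active enhancers), and the first of them holds WEE1. The loci on chromosomes 1 and 28, which the paper calls gene poor, had 1.56 and 4.27 per Mb, from 1 active enhancer each. The locus within FBXL7 on chromosome 4 had 0 in 100 kb. The loci on chromosomes 28 and 4 span only 234 and 100 kb, so such low counts say little about their density. No explanation was tested.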
